# ERK signaling promotes IKKε expression and oncogenic functions in pancreatic cancer cells in association with TBK1

**DOI:** 10.1016/j.jbc.2025.110535

**Published:** 2025-07-28

**Authors:** Adam Graves, Angana Mukherjee, Runying Yang, Angie Mordant, Thomas Webb, Kirsten Bryant, Laura Herring, Albert S. Baldwin

**Keywords:** MAPK signaling, ERK, pancreatic cancer, KRAS, IKKε, TBK1

## Abstract

A variety of cancers utilize RAS-regulated signaling pathways to promote oncogenic phenotypes. A widely studied example is pancreatic cancer, where mutant KRAS signaling leads to activation of MEK (mitogen-activated protein kinase/extracellular signal–regulated kinase [ERK])–ERK and downstream signaling, which promotes oncogenic mechanisms, including cell proliferation. Importantly, ERK inhibitors have shown efficacy in some cancer clinical trials. Previously, others have studied the effects of the related kinases TANK-binding kinase 1 (TBK1) and inhibitor of nuclear factor kappa-B kinase epsilon (IKKε) in pancreatic cancer where they have been shown to promote cell survival. Here, we show that RAS–mitogen-activated protein kinase signaling promotes expression of IKKε through control of protein stability and not through control of RNA levels. RNA-Seq analysis indicates that TBK1 and IKKε contribute to the expression of a subset of ERK-regulated genes. Potentially related to the effects on IKKε, proteomic analysis reveals that ERK functions to stabilize a relatively large set of proteins independent of RNA regulation. Knockdown of IKKε and TBK1 individually does not affect growth of MIA PaCa-2 pancreatic cancer cells, but dual knockdown significantly inhibits MIA PaCa-2 growth, which is mediated through cell death. Concurrent silencing or inhibition of both TBK1 and IKKε also reduces tumor sphere growth in MIA PaCa-2 cells, correlating with a loss of stemness pathways found with RNA-Seq. The data suggest the importance of regulation of IKKε by ERK in pancreatic cancer cells and of the combined oncogenic activity of TBK1 and IKKε.

Pancreatic cancer has an extremely low 5-year survival rate because of inefficient early detection and aggressive properties leading to metastasis and therapeutic resistance (1, 2). While traditional pancreatic cancer therapies involve chemoirradiation therapy, newer approaches focus on targeting intrinsic cancer-associated signaling pathways (2). A critical oncogenic driver in most pancreatic cancers is Kirsten's rat sarcoma virus (KRAS), with activating mutations being present in over 90% of cancers (2, 3). KRAS, a small GTPase, drives the activation of several downstream pathways, including the PI3K–Akt, guanine nucleotide dissociation stimulator (RalGDS), and the mitogen-activated protein kinase (MAPK) signaling cascades. The MAPK signaling pathway comprises Raf, MEK1/2 (mitogen-activated protein kinase/extracellular signal–regulated kinase 1/2), and extracellular signal–regulated kinase 1/2 (ERK1/2). ERK1/2 (hereafter referred to as ERK), phosphorylates numerous substrates within the cell, several of which regulate proliferation, invasion, and cell division (3, 4). Success with small-molecule inhibitors targeting ERK have led to an increased interest in its functions and downstream activity as well as understanding its crucial role in the progression of cancer, including pancreatic cancer (5). Recent publications have further defined the extensive role of ERK in pancreatic cancer, including its role as a cell cycle regulator, although specific mechanisms linking ERK with an oncogenic role have yet to be described (6, 7, 8).

The IKK family-related kinases, TANK-binding kinase 1 (TBK1) and inhibitor of nuclear factor kappa-B kinase epsilon (IKKε), have been studied in innate immunity as mediators of the intracellular response to pathogenic invasion (9). Downstream of Toll-like receptors and DNA sensors, such as cyclic GMP-AMP synthase/stimulator of interferon genes, TBK1, and IKKε, are activated through transautophosphorylation and subsequently phosphorylate the transcription factors, interferon regulatory factors 3 and 7 (10). Once phosphorylated, these interferon regulatory factors translocate to the nucleus to increase production of type I interferons, which will ultimately be exported out of the cell and bind to interferon receptors on neighboring cells through paracrine signaling (10, 11).

TBK1 and IKKε have been studied in several contexts outside of their innate immune regulatory roles. Mutations in TBK1 have been implicated in several central nervous system diseases, and TBK1 has been tied to autoimmune functions, where it regulates immune tolerance in dendritic cells by suppressing autoimmunity (12, 13). Likewise, IKKε has been shown to phosphorylate nuclear factor of activated T cells (NFATc1) as a mechanism hindering T-cell activation (14). Furthermore, TBK1 has been studied in the context of mitosis, with work associating it with the centrosome and identifying mitotic proteins as TBK1 substrates (15). In addition, both TBK1 and IKKε have been studied in the context of cancer (9, 16, 17, 18). IKKε expression has been shown to be elevated in pancreatic ductal adenocarcinoma (PDAC), as well as in gliomas (19, 20). The work of Rajurkar *et al.* (19) showed that IKKε promotes tumor growth using MIA PaCa-2 pancreatic cells in a xenograft model, linking IKKε activity with the promotion of nuclear levels of the transcription factor GLI1. Furthermore, IKKε expression in pancreatic cancer has been linked with reprogramming of glucose metabolism (21). Likewise, higher TBK1 protein expression has been linked with PDAC (22). It was reported that some KRAS mutant cancer cells displayed synthetic lethality with TBK1 knockdown (23). A separate report found that not all KRAS-dependent cells exhibit reliance on TBK1 (24). In cancer cells, TBK1 activity was shown to be regulated through the RalB–GTPase pathway, coupling innate immune signaling with cancer phenotypes (25). Consistent with this, TBK1 was shown to be activated in PDAC through an Axl–RalB pathway to promote epithelial plasticity (22). In addition, TBK1 was linked with immunosuppression in a KRAS-dependent lung tumor model (26). Despite their structural similarity, there has been limited research to explore whether TBK1 and IKKε function together to promote cancer-associated phenotypes.

To further explore oncogenic roles of KRAS and MAPK signaling, as well as investigate potential overlapping and distinct cancer-related roles of TBK1 and IKKε, we studied their expression in pancreatic cancer. We found that TBK1 and IKKε are more highly expressed in tumor tissues than in normal tissues, consistent with other groups’ findings. Our data indicate that RAS-induced signaling in pancreatic and other cancer cell lines controls IKKε levels, possibly through control of protein stability or translation and that this is mediated through ERK signaling. TBK1 levels are largely unaffected by ERK signaling, consistent with its control through the RalB pathway. Individual knockdown of either IKKε or TBK1 did not confer a significant growth defect in KRAS mutant MIA PaCa-2 pancreatic cancer cells, however, double knockdown reduced cell growth and induced cell death. Indications of the importance of TBK1 and IKKε downstream of ERK signaling are derived from RNA-Seq studies with evidence that TBK1–IKKε contribute to the regulation of a subset of genes controlled by ERK. Combining proteomic studies with RNA-seq data indicate that the expression of many proteins is regulated by ERK through stability and not RNA regulation, with many of these proteins associated with translation control. In addition, knockdown or inhibition of TBK1 and IKKε reduced tumor sphere growth, which is supported by loss of stemness signaling signatures with ERK inhibition and with TBK1–IKKε inhibition. Overall, the data suggest the importance of ERK regulation of IKKε, combined with roles for TBK1, in promoting oncogenic phenotypes associated with RAS-induced cancer cell signaling.

## Results

### TBK1 and IKKε protein levels are elevated in pancreatic tumors

Previous publications have implicated roles for TBK1 and IKKε in several cancer types, including work on pancreatic cell lines and tumor models (9). To explore this relationship further, we profiled expression of TBK1 and IKKε in pancreatic tumor–adjacent tissues relative to patient-derived pancreatic xenograft tumor samples. This analysis revealed an increase of IKKε and TBK1 protein levels in the tumor samples as compared with the normal tissues (Fig. 1). This increase of protein level correlated with ERK1/2 phosphorylation (P-ERK), a marker of KRAS and MAPK activity, which was expectedly elevated in the tumor samples. Interestingly, one of the tumor-adjacent samples exhibited elevated expression of TBK1 and phosphorylated TBK1 (P-TBK1), and this correlated with a modest elevation of P-ERK. These results suggest that TBK1 and IKKε protein expression levels are elevated in pancreatic cancer, potentially through active KRAS–MAPK signaling.

**Figure 1:**
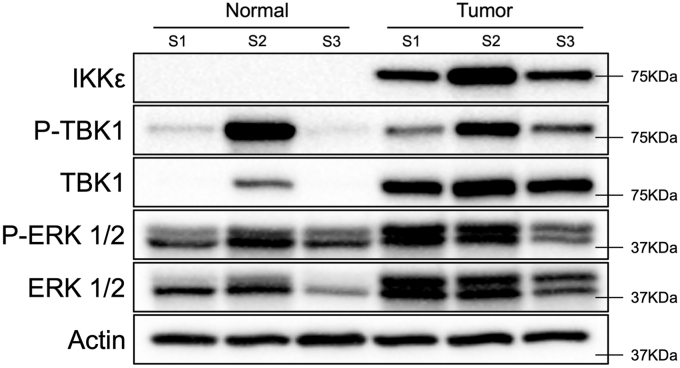
**TBK1 and IKKε exhibit elevated expression in pancreatic tumor tissues.** Immunoblotting for IKKε, TBK1, P-TBK1, P-ERK1/2, ERK1/2, and β-Actin in tissue obtained from adjacent pancreas (normal) and in pancreatic tumors maintained through PDX passage (tumor). A KRAS mutation status of G12V was confirmed by the donating laboratory for two of the three tumor samples: S1 and S3. See the Experimental procedures section for further description. ERK1/2, extracellular signal–regulated kinase 1/2; IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; KRAS, Kirsten's rat sarcoma virus; TBK1, TANK-binding kinase 1.

### KRAS, MEK, and ERK regulate IKKε and TBK1 protein levels in KRAS mutant cancer cells

Given the previously published connections of TBK1 and IKKε with cancer and the correlation with MAPK activity seen in Fig. 1, we explored TBK1 and IKKε regulation in the widely studied MIA PaCa-2 pancreatic cancer cell line, which expresses G12C mutant KRAS. To inhibit critical signaling proteins in pancreatic cancer, we used ARS1620 to target the G12C mutant KRAS, trametinib to target MEK, and SCH772984 for ERK1/2 inhibition, using phosphorylated RSK (P-RSK) as a marker of KRAS and MAPK activity. Individual 24-h treatment with these inhibitors led to a significant loss of IKKε; however, TBK1 protein levels displayed a less robust response (Fig. 2*A*). To determine if results would be similar in a different pancreatic cancer cell line, we repeated the 24-h SCH772984 treatment in HPAF-II pancreatic cancer cells, which express G12D mutant KRAS. As with the MIA PaCa-2 result, IKKε levels were reduced with ERK inhibition in HPAF-II cells; however, a loss of TBK1 was not observed (Fig. 2*B*). To explore this regulation outside the pancreatic cancer cell lines, human pancreatic cancer organoid cultures were treated with the same ERK inhibitor for 24-h, and a similar loss of IKKε expression was measured (Fig. S1). These results suggest that KRAS- and MAPK-regulated control of IKKε protein levels is common across pancreatic cancers, yet the regulation of TBK1 by this pathway is variable.

**Figure 2:**
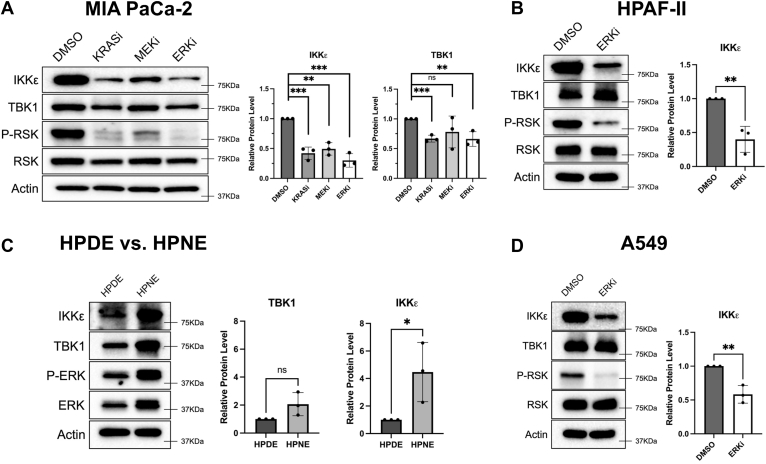
**Regulation of IKKε and TBK1 by KRAS and MAPK signaling in multiple cell lines.***A*, MIA PaCa-2 cells were treated with 10 μM ARS1620, 5 nM trametinib, or 1 μM SCH772984 for 24-h before harvest. Antibodies used were IKKε, TBK1, RSK, P-RSK, and β-Actin. Blots were quantified using Fiji (ImageJ) and normalized to β-Actin. An unpaired, parametric *t* test was used for each inhibitor to determine statistical significance. *IKKε*—(KRASi: ∗∗∗*p* = 0.0007, MEKi: ∗∗*p* = 0.0011, and ERKi: ∗∗∗*p* = 0.0004). *TBK1*—(KRASi: ∗∗∗*p* = 0.0005, ERKi: ∗∗*p* = 0.0087). *B*, HPAF-II cells were treated with 1 μM SCH772984 for 24-h before harvesting and immunoblotting as above. An unpaired, parametric *t* test was used to determine statistical significance. *IKKε*—(ERKi: ∗∗*p* = 0.0056). *C*, untreated HPDE and HPNE cells were collected and analyzed *via* immunoblotting with identical statistical analysis as described in *A* being performed on IKKε protein levels (∗*p* = 0.0496). *D*, A549 cells were treated with 1 μM SCH772984 for 24-h before harvesting and immunoblotting. An unpaired, parametric *t* test was used to determine statistical significance (ERKi: ∗∗*p* = 0.0052). All blots are representative of three biological replicates. All bar graphs represent mean values with standard deviation. HPDE, human pancreatic duct epithelial; HPNE, human pancreatic nestin-expressing; IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; KRAS, Kirsten's rat sarcoma virus; MAPK, mitogen-activated protein kinase; TBK1, TANK-binding kinase 1.

We then aimed to explore the possibility that the control of IKKε through ERK signaling would be found outside of oncogenic settings. To this end, we compared the expression of IKKε and TBK1 between human pancreatic duct epithelial (HPDE) and human pancreatic nestin-expressing (HPNE) immortalized pancreatic epithelial cells. Consistent with the hypothesis that ERK signaling increases IKKε and potentially TBK1 levels, higher ERK activity was observed in HPNE cells (represented by higher P-ERK levels), correlating with a significant increase in IKKε and an elevated, but not significant, increase in TBK1 protein levels (Fig. 2*C*). This suggests that ERK signaling, irrespective of oncogenic status, can promote IKKε levels. Finally, we aimed to determine if the effect on IKKε, and possibly TBK1, would be seen in KRAS-mutant, non-pancreatic cancer cells. We therefore performed 24-h SCH772984 treatment of A549 KRAS G12S mutant lung cancer cells, where we observed a loss of IKKε, but not TBK1 protein levels (Fig. 2*D*). Taken together, these results suggest that the MAPK-regulated control of IKKε occurs across immortalized pancreatic epithelial cells, different cancer cell lines, and human pancreatic cancer (KRAS mutant) organoids.

Given that our data indicated that ERK controls IKKε protein levels, we aimed to explore whether IKKε or TBK1 affect ERK1/2 expression and/or activity. We performed knockdown of TBK1 and/or IKKε in MIA PaCa-2 cells and analyzed ERK activity through its level of phosphorylation as measured by immunoblotting. Knockdown of IKKε (individually as well as in the dual knockdown), but not knockdown of TBK1, enhanced ERK phosphorylation (Fig. S2). These results suggest that ERK activation of IKKε functions to limit ERK activity in KRAS-driven MIA PaCa-2 cells.

### MAPK-controlled regulation of IKKε is post-transcriptional

Having determined that IKKε and, inconsistently, TBK1 protein levels are reduced under KRAS or MAPK inhibition, we then probed the level of this regulation. Using quantitative PCR, we quantified IKKε (IKBKE) and TBK1 mRNA *via* normalization to a GUSB internal control in different KRAS mutant cancer cells. MIA PaCa-2, HPAF-II, and A549 cells each exhibited an increase in IKBKE mRNA levels following ERK inhibition, opposite to that of the effect of the inhibitor on protein levels (Fig. 3*A*). The increase was significant in A549 cells, but not in MIA PaCa-2 or HPAF-II cells, suggesting an ERK-dependent regulatory mechanism on IKKε expression independent of mRNA levels. MIA PaCa-2 cells displayed a significant loss of TBK1 mRNA (Fig. 3*B*) paralleling the loss of protein with ERK inhibition (Fig. 2*A*). However, we noted no significant increase or decrease of TBK1 mRNA levels in HPAF-II or A549 cells, overall suggesting that the regulation of TBK1 is distinct from that of IKKε.

**Figure 3:**
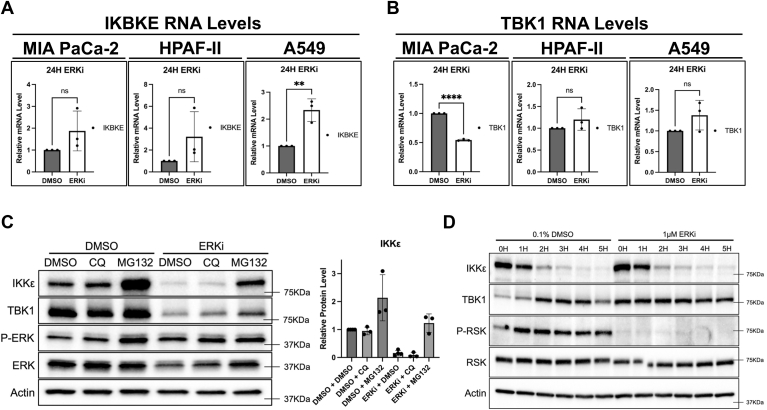
**MAPK regulation of IKKε occurs at the protein level.***A* and *B*, MIA PaCa-2, HPAF-II, or A549 cells were treated with 1 μM SCH772984 for 24-h before RNA purification and qPCR analysis for IKBKE (*A*) or TBK1 (*B*). Results were normalized to GUSB, and relative quantities were determined using ΔCT values. Unpaired, parametric *t* tests were used to determine statistical significance (A549 IKKε: ∗∗*p* = 0.0051), (MIA PaCa-2 TBK1: ∗∗∗∗*p* < 0.0001). *C*, MIA PaCa-2 cells were treated for 24-h with 1 μM SCH772984, with the culture medium being supplemented with 0.1% dimethyl sulfoxide, 10μM chloroquine, or 1μM MG132 at 12-h. Cells were harvested and analyzed *via* immunoblotting. Western blot band intensity was determined using Fiji (ImageJ) and graphed using Prism. All bar graphs represent mean values with standard deviation. *D*, MIA PaCa-2 cells were treated for 4-h with 1μM SCH772984, at which point the medium was supplemented with 100 μg/ml cycloheximide. Samples were harvested at 1-h intervals. All blots are representative of three biological replicates. IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; MAPK, mitogen-activated protein kinase; qPCR, quantitative PCR; TBK1, TANK-binding kinase 1.

We then explored the regulation of IKKε at the protein level. To this end, we treated MIA PaCa-2 cells with SCH772984 for 12-h before supplementing the media with chloroquine or MG132 to block potential autophagy- or proteasome-mediated effects, respectively. We found that MG132 was able to partially block the loss of IKKε induced by MAPK inhibition, whereas chloroquine was unable to do so (Fig. 3*C*). Interestingly, MG132 treatment increased IKKε levels independent of SCH772984 treatment. This result suggests that IKKε turnover is robust and directed through the proteasome rather than the autophagosome. To explore protein turnover of IKKε and to determine if ERK inhibition decreases IKKε half-life, MIA PaCa-2 cells were treated for 4-h with SCH772984 before adding 100 μg/ml cycloheximide to block translation. Cells were harvested at 1-h intervals to generate extracts to be used in immunoblotting. Results from this experiment show that the half-life of IKKε in MIA PaCa-2 cells is approximately 1-h and, in contrast, TBK1 is highly stable (Fig. 3*D*). ERK inhibition did not further reduce IKKε half-life within the time frame of the study (Fig. 3*D*).

### Analysis of IKKε RNA levels relative to protein levels from the Clinical Proteomic Tumor Analysis Consortium database

To determine if IKKε mRNA levels correlate with pancreatic cancer patient survival, we generated a Kaplan–Meier plot from The Cancer Genome Atlas pancreatic cancer database. This analysis demonstrates that elevated IKKε mRNA levels are associated with poorer survival in pancreatic cancers (Fig. S3*A*). Given the lack of direct correlation between mRNA levels and protein loss seen across several cancer cell lines with ERK inhibition (Figs. 2 and 3), we used Clinical Proteomic Tumor Analysis Consortium data to compare the RNA and protein expression of IKKε in pancreatic cancer patients. This analysis revealed a moderate correlation between IKKε RNA and protein levels in some tumors, whereas others lacked any distinct correlation between protein and RNA (Fig. S3*B*). These data underscore the concept that survival data generated from mRNA levels may be incomplete and might not take into account protein levels and/or protein activity. The results also suggest that, in some tumors, additional mechanisms are involved in the regulation of IKKε protein levels distinct from being directly promoted by mRNA levels.

### Transcriptomic and proteomic profiling with ERK and TBK1–IKKε inhibition

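MIA PaCa-2 is an established human pancreatic cancer cell line. RNA from 9 samples of these cells was sequenced by Novogene. In 3 samples the cells had been treated with 1 μM SCH772984, which inhibits ERK, in 3 with 1 μM compound 1, which inhibits TBK1 and IKKε, and in 3 with 0.1% dimethyl sulfoxide (DMSO) as the vehicle, each for 24-h. The authors deposited the number of reads counted on each of 58735 genes in each library, without normalization and without a filter on low counts. Of these genes, 29048 had a count in at least 1 library. All gene identifiers and coordinates matched GENCODE release 29 (Ensembl release 94) on GRCh38. The paper's text does not name the aligner, the counting tool or whether counting used the strand, so genes that overlap another gene or have near-identical copies are uncertain. The total count per library ranged from 9464432 to 10286223 with DMSO (median 9566087), from 9652741 to 9840769 with compound 1 (median 9746429) and from 11056977 to 13887859 with SCH772984 (median 11272732). The libraries of a group differed by more than the sampling noise. The chi-square per degree of freedom over genes was 2.44 to 3.33 between DMSO libraries and 4.32 to 6.97 between SCH772984 libraries. With compound 1 it was 2.78 between replicates 2 and 3, but 11.1 and 8.29 between replicate 1 and these. This spread cannot tell separate cultures from separate libraries of one culture. All 9 libraries were counted as separate samples, as labelled. The first principal component of the log2 CPM (counts scaled to a common library size) held 79.9% of the variance and separated the SCH772984 libraries from the other 6. On the second component, with 4.6% of the variance, every DMSO library lay on one side of every compound 1 library. Each inhibitor was compared with DMSO in a fit of its own with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts. Differentially expressed genes were those with an unadjusted p under 0.05, the threshold in the legend of Fig. 4, which does not say that p was adjusted. Counts after Benjamini-Hochberg adjustment are given beside them. The median standard error of a gene's log2 fold change was 0.115 with SCH772984 and 0.119 with compound 1. The table holds 0 spike-in RNAs, so every fold change is relative to the bulk of the genes. Scaling by library size alone, in place of TMM, raised the median log2 fold change of all genes by 0.17 with SCH772984 and by 0.03 with compound 1.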

To explore potential overlapping regulation of genes and oncogenic signaling pathways through ERK and TBK1–IKKε in pancreatic cancer, we treated MIA PaCa-2 cells for 24-h with the ERK inhibitor SCH772984 or the TBK1–IKKε inhibitor compound 1 (27) before RNA purification and RNA-Seq analysis. This RNA-Seq analysis identified a large number of genes (10,317 genes) significantly differentially expressed with ERK inhibition (5274 upregulated and 5043 downregulated) (Fig. 4*C* shows downregulated analysis), a finding consistent with previous publications implicating ERK as a major regulator in pancreatic cancer signaling (6, 7). 

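With SCH772984, 13834 genes had enough counts to be tested against DMSO (n = 3 libraries each), and 10275 of them (74.3%) were differentially expressed at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 5263 were higher and 5012 were lower. A threshold of 0.05 would pass about 692 of the tested genes by chance. After Benjamini-Hochberg adjustment, 5150 genes were higher and 4916 were lower. The median log2 fold change was 0.96 among the upregulated genes and -0.70 among the downregulated genes. Requiring also a change of at least 2-fold moved the counts most, to 2521 higher and 1473 lower genes. Scaling by library size alone gave 6359 higher and 4003 lower genes and so moved the higher share of the differentially expressed genes from 51.2% to 61.4%. With each of the 6 libraries left out in turn, 5076 to 5246 genes were higher and 4900 to 5080 were lower.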

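With compound 1, 12849 genes were tested against DMSO by the same method, and 988 were lower and 945 were higher at an unadjusted p under 0.05. These 1933 genes were 15.0% of those tested, and about 642 genes would pass by chance. In 25 simulations in which compound 1 changed nothing, 582 to 691 genes passed. These drew each gene by itself, without deviations that many genes of a library share. After Benjamini-Hochberg adjustment in edgeR, 48 genes were lower and 63 were higher. The threshold thus moved these counts most, and with a change of at least 2-fold required beside the unadjusted p, 18 genes were lower and 54 higher. The downregulated genes fell by 0.27 on the log2 scale at the median. Single libraries moved the counts as well. Without compound 1 replicate 1, 1655 genes were lower and 1310 higher, and after adjustment 798 lower and 453 higher. Without DMSO replicate 2, 607 were lower and 570 higher, and after adjustment 3 lower and 5 higher. After adjustment, 4 genes were lower and 6 higher without DMSO replicate 1, 5 and 12 without DMSO replicate 3, 24 and 27 without compound 1 replicate 2, and 6 and 15 without compound 1 replicate 3. The adjusted counts were 228 lower and 189 higher without a filter on low counts, and 219 and 193 with the replicate number as a block. They were 119 and 117 with DESeq2 on the same genes, and 97 and 91 with all 9 libraries in one fit. They were 25 and 85 with scaling by library size alone, and 32 and 38 with protein-coding genes only. They were 227 and 246 with each library's trend with gene length and GC content removed, an alternative chosen after seeing the data. Scaling by library size alone gave 712 lower and 1228 higher genes, which moved the higher share from 48.9% to 63.3%.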

Using the TBK1–IKKε inhibitor, 842 genes were significantly downregulated in MIA PaCa-2 cells with an overlap of 531 genes with the ERK-inhibited gene set (Fig. 4*B*). 

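Gene lists for these processes were written by hand, since the Gene Ontology sets were not used here. The S phase and G2/M phase lists came instead from the Seurat package. Each list was tested with limma's camera at a preset inter-gene correlation of 0.01. The adjusted p covers 14 lists with each of the 2 inhibitors. With SCH772984, ribosome biogenesis factors fell by 1.20 on the log2 scale at the median (camera, adjusted p = 2.24e-32), and 81 of the 83 genes were below DMSO. All 81 were lower after Benjamini-Hochberg adjustment in edgeR, over all genes tested and adjusted over the list alone. Cytosolic ribosomal protein genes fell much less, by 0.23 at the median, with 68 of 79 genes below DMSO and an adjusted p of 0.0220 (camera). This list no longer passed with scaling by library size alone (camera, adjusted p = 0.159), where its median was -0.05, with at least 10 counts required in every library (0.139), with protein-coding genes only (0.0725) or, in an alternative chosen after seeing the data, with each library's trend with gene length and GC content removed (0.429). Ribosomal protein genes have many near-identical pseudogenes, so their counts are uncertain. Translation initiation and elongation factors fell by 0.68 (camera, adjusted p = 1.23e-08) and aminoacyl-tRNA synthetases by 0.61 (1.46e-07), with 40 of 43 and 20 of 22 tested genes below DMSO. Pre-mRNA splicing factors fell by 0.65 (camera, adjusted p = 4.49e-11), with 79 of 82 genes below DMSO. For cell division, the list of G2/M phase genes fell by 1.65 (camera, adjusted p = 2.32e-48), and all 54 genes were below DMSO and lower after adjustment over all genes and adjusted over the list alone. S phase genes fell by 1.72 (2.24e-32), with 44 of 45 below DMSO. DNA replication factors, which share 21 genes with the S phase list, fell by 1.58 (2.24e-32), with 56 of 57 below DMSO. The set test moved these calls most. With the correlation estimated for each list, only 4 of the 11 lists that had passed with SCH772984 still did, among them the DNA replication, S phase and G2/M lists, while under limma's fry 13 lists passed. Camera at the preset correlation also passed 9 to 12 lists under the 9 wrong splits of these libraries.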

Analysis of the downregulated genes in cells treated with SCH772984 revealed processes associated with ribosomes and translation, cell division, and RNA mechanisms. 

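With compound 1, DNA replication factors fell by 0.08 on the log2 scale at the median, with 41 of 57 genes below DMSO (camera, adjusted p = 0.00810). After Benjamini-Hochberg adjustment in edgeR, 1 of the 57 genes was lower, over all genes tested and adjusted over the list alone. S phase genes fell by 0.09 (camera, adjusted p = 5.78e-05), with 36 of 45 below DMSO. Of these 45 genes, 1 was lower after adjustment over all genes and 2 when adjusted over the list alone. G2/M phase genes did not fall. Their median log2 fold change was 0.00 (camera, adjusted p = 0.560), and 26 of 54 were below DMSO. Without compound 1 replicate 1 this list passed as higher, with a median of 0.04 (camera, adjusted p = 0.0286), and without compound 1 replicate 3 its median was -0.02. Cell adhesion genes had a median log2 fold change of -0.03 (camera, adjusted p = 0.560), with 23 of 41 tested genes below DMSO. At an unadjusted p under 0.05, 3 adhesion genes were lower and 1 was higher, and 0 passed the adjustment over all genes or when adjusted over the list alone. With scaling by library size alone, the median of this list was 0.00. It was -0.01 without DMSO replicate 1, DMSO replicate 2, compound 1 replicate 1 or compound 1 replicate 3, and -0.04 without DMSO replicate 3. Of the other lists, ribosome biogenesis factors fell by 0.07 (camera, adjusted p = 3.56e-05), with 59 of 83 genes below DMSO. Aminoacyl-tRNA synthetases also fell by 0.07 (0.0158), with 19 of 22 genes below DMSO, and no longer passed without compound 1 replicate 2 (camera, adjusted p = 0.0761). Ribosomal protein genes rose by 0.08 (3.14e-07), with 10 of 79 below DMSO, but the median was 0.02 and the adjusted p 0.0999 without compound 1 replicate 1, and the median 0.13 without compound 1 replicate 2. Splicing factors did not pass (camera, median -0.02, adjusted p = 0.464), and their median was -0.05 without DMSO replicate 3 and 0.01 with scaling by library size alone. With the trend with gene length and GC content removed, an alternative chosen after seeing the data, they passed as lower (camera, median -0.06, adjusted p = 0.04965). Translation factors had a median of -0.03 and an adjusted p of 0.0625 in camera, and passed without DMSO replicate 1 (0.0410, median -0.06), compound 1 replicate 1 (0.0340) or compound 1 replicate 3 (0.0361, median -0.08), without a filter (0.00293) and with the trend removed (0.0170). Of the 9 lists that passed with compound 1 in camera, 1 passed with an estimated correlation, and under fry 5 lists passed, the DNA replication and S phase lists among them.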

With compound 1 treatment, downregulated genes were associated with DNA replication, cell division, and adhesion (Fig. 4*C*). A Venn diagram depicts genes downregulated with ERK inhibition, TBK1–IKKε inhibition, and the overlap of genes downregulated by both inhibitors (Fig. 4*B*).

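Of the 12752 genes tested with both inhibitors, 578 were lower with both at an unadjusted p under 0.05, where 388 would be if the calls were independent (odds ratio 2.33, two-sided Fisher's exact test across genes, p = 6.12e-37). Genes are not independent replicates, and both comparisons use the same DMSO libraries, which alone makes calls coincide. In 25 simulations in which SCH772984 acted as measured and compound 1 changed nothing, 136 to 174 genes were lower with both. The genes lower with both were 58.5% of the genes lower with compound 1, against 39.3% of all tested genes lower with SCH772984. This share was 43.7% to 55.7% in these simulations. It was 49.02% to 54.3% in 25 simulations in which the changes measured with compound 1 were shuffled among genes of similar expression. These had 2014 to 2144 genes called with compound 1, and 474 to 550 genes lower with both. Another 509 genes were higher with both, against 97 to 148 in the simulations with no effect of compound 1. The simulations with shuffled changes gave 367 to 433. With scaling by library size alone, 357 genes were lower and 733 higher with both. After Benjamini-Hochberg adjustment in edgeR for each inhibitor, 27 genes were lower with both and 35 were higher with both, and with a change of at least 2-fold required beside the unadjusted p, the alternative that moved these counts most, 7 were lower and 27 higher with both. Without compound 1 replicate 1, 1007 genes were lower with both, and without DMSO replicate 2, 345 were lower and 294 higher with both. Across genes, the log2 fold changes of the inhibitors had a Pearson's r of 0.25 and a Spearman's rho of 0.25. Pearson's r was 0.0907 to 0.132 in the simulations with no effect of compound 1. It was 0.517 to 0.5504 in 25 simulations in which neither inhibitor changed anything, since the shared DMSO libraries then make up most of the variation. With the DMSO libraries split so that the comparisons shared none, r was 0.158 to 0.215 in the 6 possible splits.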

**Figure 4:**
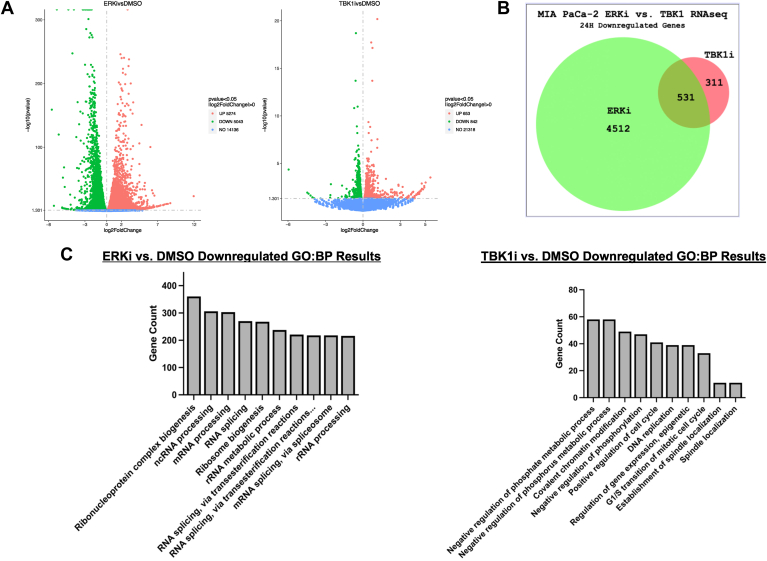
**Transcriptomic profiling reveals overlapping regulation of genes by TBK1–IKKε and ERK.***A*, MIA PaCa-2 cells were treated for 24-h with 1μM SCH772984 or 1μM compound 1 before RNA purification and quantification. RNA-Seq was performed by Novogene. Volcano plots were generated by Novogene using significant (*p* < 0.05) differentially expressed genes. *B*, a Venn diagram was generated using BioVenn presenting differentially expressed genes that were downregulated with ERK inhibition or TBK1 (*p* < 0.05). *C*, Gene Ontology analysis was performed by Novogene displaying biological processes (GO:BP) associated with the differentially expressed downregulated gene sets in *A*. ERK, extracellular signal–regulated kinase; IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; TBK1, TANK-binding kinase 1.

We explored global proteomics associated with ERK inhibition in MIA PaCa-2 cells, which led to downregulation/upregulation of a number of proteins (Fig. S4*A*). IKKε was not detected basally or differentially regulated in this LC–MS analysis. This could be due to low abundance of IKKε or higher levels of other proteins keeping IKKε below the detection limit of the instrument. For proteins downregulated by ERK inhibition, a large portion did not correlate with downregulation of RNA as related to the aforementioned RNA-Seq analysis (Fig. S4*B*). This result suggests that ERK controls the stability of a large number of proteins in MIA PaCa-2 cells, either translationally or post-translationally. Biological processes of proteins lost with ERK inhibition and not affected at the RNA level are associated with translation and translation-associated mechanisms (Fig. S4*C*).

### Loss of both TBK1 and IKKε confers a growth defect in MIA PaCa-2 cells

To study the effects of TBK1 and IKKε on pancreatic cancer cell growth, we plated MIA PaCa-2 cells at a low seeding density on 6-well cell culture plates before treatment with siRNA targeting TBK1, IKKε, or both kinases (siDual). The cells were allowed to grow for ∼2 weeks, with siRNA-free growth medium being refreshed every 2-3 days. Cells were stained with crystal violet before quantification. Knockdown of TBK1 or IKKε alone did not lead to a growth defect of MIA PaCa-2 cells, whereas knockdown of both kinases imparted an approximate 60% decrease in cell growth using this assay (Fig. 5*A*). We then aimed to determine if cell death occurred because of IKKε and TBK1 loss. MIA PaCa-2 cells were treated with siRNA targeting both kinases for 72-h. This triggered a significant increase in cleaved PARP (poly (ADP-ribose) polymerase), a marker of apoptosis (Fig. 5*B*). These results suggest that together, but not separately, IKKε and TBK1 control growth and survival of MIA PaCa-2 pancreatic cancer cells.

**Figure 5:**
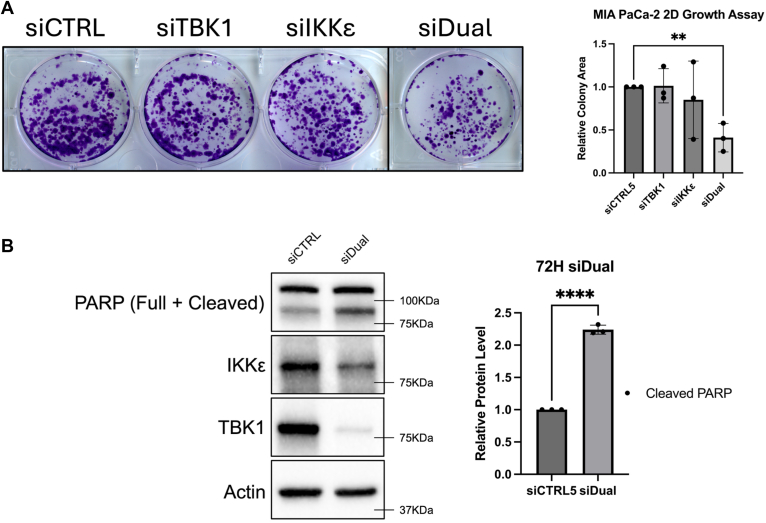
**Knockdown of TBK1 and IKKε confers a growth defect in MIA PaCa-2 cells.***A*, MIA PaCa-2 cells were plated at a density of 5000 cells/well on a 6-well plate before treatment with siRNA targeting TBK1 and/or IKKε. Nontargeting siRNA was used as a control and was added to the individual knockdowns to ensure the total RNA concentration was equivalent across conditions. Plates were grown for 1 to 2 weeks before staining with crystal violet. A single image was spliced as indicated by the *black* border around well number 4 to keep all treated wells in line. Images were quantified using the colony area and colony measure features in Fiji (ImageJ). Area values were compared using an unpaired *t* test for each siRNA (∗∗*p* = 0.0035). *B*, MIA PaCa-2 cells were treated for 72-h with siRNA targeting both TBK1 and IKKε (siDual). Band intensity of cleaved PARP was determined using Fiji (ImageJ) and normalized to β-Actin. Statistical analysis was performed using an unpaired, parametric *t* test in GraphPad Prism (*∗∗∗∗p* < 0.0001). All blots and images are representative of three biological replicates. IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; PARP, poly (ADP-ribose) polymerase; TBK1, TANK-binding kinase 1.

### TBK1 and IKKε promote cancer cell stemness in pancreatic cancer cells

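A list of 40 stem cell and cancer stem cell markers, written by hand because the published gene sets were not used here, had 23 genes with enough counts to be tested with SCH772984. Its median log2 fold change against DMSO was -0.24, and it did not pass limma's camera with its preset correlation (adjusted p = 0.214). The median was -0.07 with scaling by library size alone, and without a filter on low counts it was 0.21. The members moved in both directions by more than their replicate error. After Benjamini-Hochberg adjustment in edgeR, 12 were lower and 8 were higher, over all genes tested and adjusted over the list alone. Among the lower genes, PODXL (ENSG00000128567) had a log2 fold change of -2.04 (adjusted p = 1.44e-30, edgeR) and MYC (ENSG00000136997) of -1.57 (1.08e-25). Among the higher genes, ALDH1A1 (ENSG00000165092) had a log2 fold change of 1.49 (6.72e-25) and NOTCH1 (ENSG00000148400) of 1.10 (1.10e-20). CD24 (ENSG00000272398) had the largest fitted rise, with 0 to 2 counts per DMSO library and 13 to 30 with SCH772984, at least 5.33-fold higher. These 5 genes were chosen after their values were seen. PODXL, ALDH1A1 and NOTCH1 each overlap another gene on the opposite strand. Limma's fry tests the members for a change in a common direction, without comparing them with the other genes. Under fry the list passed as lower (adjusted p = 0.000644), and camera with the estimated correlation gave 0.393.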

Additional analysis of the RNA-Seq data described previously (Fig. 4) demonstrated that ERK inhibition of MIA PaCa-2 cells led to a reduction in pathways associated with stemness and cancer stem cells. 

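With compound 1, 19 of the markers were tested. Their median log2 fold change was -0.09, with 13 of 19 genes below DMSO, and the list passed limma's camera (adjusted p = 0.00962). At an unadjusted p under 0.05, 4 markers were lower and 0 were higher. After Benjamini-Hochberg adjustment, 1 marker remained lower, over all genes tested and adjusted over the list alone. This was NOTCH1, at a log2 fold change of -0.34 (adjusted p = 0.0383, edgeR). The list no longer passed without DMSO replicate 1 (camera, adjusted p = 0.0541, median -0.07). It also did not pass under fry (0.0542), with an estimated correlation (0.215) or in Fisher's exact test among the lower genes (0.0993). In a direct comparison of the inhibitors, a test added after the data were seen, the list showed no common direction (camera, median log2 difference -0.34, adjusted p = 0.399 over 14 lists). Of its 23 genes tested there, 12 were lower and 8 higher with SCH772984 than with compound 1 after adjustment in edgeR.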

Treatment with compound 1 (IKKε and TBK1 inhibitor) also reduced stemness-related pathways (Fig. 6*A*). Genes downregulated with both ERK and TBK1–IKKε inhibitors related to stem cells include CDC25A, TRIM28, HNRNPU, and MTOR (28, 29). 

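CDC25A (ENSG00000164045) lies on chromosome 3 of GRCh38 from 48157146 to 48188402 and encodes a phosphatase that activates cyclin-dependent kinases. It had 53.0 ± 4.04 TMM-normalized CPM (SD, n = 3) with DMSO, 43.5 ± 4.48 with compound 1 and 8.59 ± 0.681 with SCH772984. Its log2 fold change was -2.63 with SCH772984 (standard error 0.11, adjusted p = 5.06e-25 in edgeR's quasi-likelihood test) and -0.28 with compound 1 (standard error 0.10, unadjusted p = 0.0128 in edgeR, adjusted p = 0.192). With compound 1 the highest replicate lay at the level of the lowest DMSO replicate, and the unadjusted p in edgeR was 0.0668 without DMSO replicate 2. TRIM28 (ENSG00000130726), on chromosome 19 from 58544091 to 58550722, encodes a transcriptional corepressor and had 1139 ± 38.7 CPM with DMSO, 835 ± 95.6 with compound 1 and 542 ± 22.4 with SCH772984. Its log2 fold change was -1.08 with SCH772984 (standard error 0.06, adjusted p = 9.41e-21) and -0.45 with compound 1 (standard error 0.07, adjusted p = 0.0134 in edgeR). TRIM28 was the only one of the 4 genes lower with compound 1 after adjustment over all genes in edgeR. HNRNPU (ENSG00000153187), on chromosome 1 from 244840638 to 244864560, encodes an RNA-binding protein. Its log2 fold change was -0.55 with SCH772984 (standard error 0.06, adjusted p = 4.53e-11 in edgeR) and -0.12 with compound 1 (standard error 0.06, unadjusted p = 0.0671 in edgeR, adjusted p = 0.369). All 3 compound 1 replicates of HNRNPU lay on one side of all 3 DMSO replicates, as chance alone gives for 10% of genes. The unadjusted p in edgeR was 0.0492 without compound 1 replicate 2, and it was 0.0469 with DESeq2 on all genes. MTOR (ENSG00000198793), on chromosome 1 from 11106535 to 11262507, encodes a protein kinase. Its log2 fold change was -0.50 with SCH772984 (standard error 0.06, adjusted p = 1.0e-09 in edgeR) and -0.28 with compound 1 (standard error 0.08, unadjusted p = 0.00212 in edgeR, adjusted p = 0.0940). With DESeq2 on all genes, MTOR also passed after adjustment with compound 1. Each of these genes overlaps at least 1 other gene, and ANGPTL7, which lies inside MTOR on the opposite strand, rose with SCH772984. Compared directly in edgeR, all 4 genes were lower with SCH772984 than with compound 1, with log2 differences of -2.34 for CDC25A (adjusted p = 2.84e-12), -0.62 for TRIM28 (2.11e-06), -0.42 for HNRNPU (0.000114) and -0.21 for MTOR (0.0373).

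**Figure D1:**
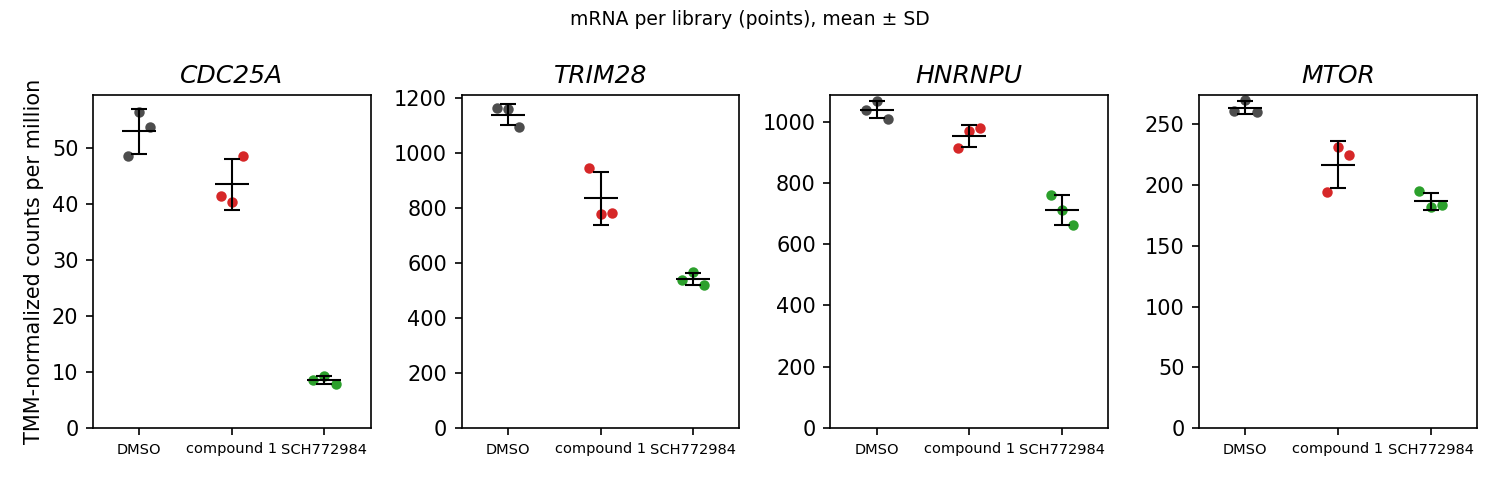
TMM-normalized CPM of CDC25A, TRIM28, HNRNPU and MTOR (one panel each, linear axes from 0) in MIA PaCa-2 cells treated with DMSO, compound 1 or SCH772984. Points are the 3 libraries of each group and lines are the mean ± SD. In each panel the SCH772984 libraries lie below the DMSO libraries, and the mean of CDC25A goes from 53.0 with DMSO to 8.59, the largest fold change of the 4 genes with SCH772984.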

To determine if TBK1 and IKKε contribute to a cancer stemness phenotype, we performed tumor sphere assays using MIA PaCa-2 cells. MIA PaCa-2 cells were transfected with siRNA targeting both TBK1 and IKKε before plating on low-adhesion cell culture plates following our previous protocol (30). Cells were imaged at the 24, 48, 96, and 168-h marks with tumor spheres larger than 60 μm being counted. Results demonstrate that knockdown of TBK1 and IKKε caused a significant loss of sphere formation (Fig. 6*B*). We also noted a similar loss of sphere formation in MIA PaCa-2 cells when treated with the TBK1–IKKε inhibitor, compound 1 (Fig. S5). These findings are consistent with a reduction of cancer cell stemness pathways and related genes found in the RNA-Seq studies. This suggests that IKKε and TBK1, together, promote an environment for cancer stem cell formation and maintenance in pancreatic cancer cells, thereby contributing to aggressiveness.

**Figure 6:**
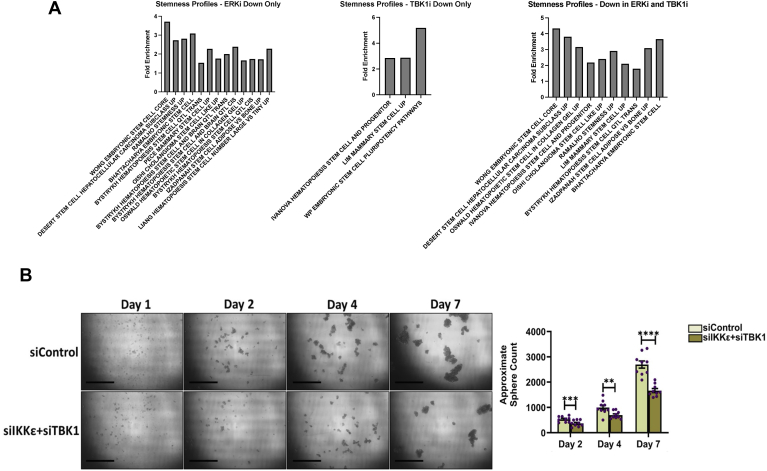
**Dualknockdown of TBK1 and IKKε decreases MIA PaCa-2 tumor sphere formation.***A*, differentially expressed genes that were downregulated with TBK1–IKKε inhibition and/or ERK inhibition in MIA PaCa-2 cells were used to perform enrichment signature analysis using MSigDB-curated gene sets related with cancer stem cells (false discovery rate <0.05). *B*, siControl and siTBK1/siIKKε-treated MIA PaCa-2 cells were seeded for tumor sphere assays and images were taken on days 1, 2, 4, and 7. Quantification of tumor sphere formation was performed on days 2, 4, and 7 (∗∗*p* = 0.011370, ∗∗∗*p* = 0.009744, and ∗∗∗∗*p* < 0.0001) (n = 3, and each replicate was seeded in three wells). Scale bar represents 100 μm. Data were analyzed using unpaired multiple *t* test. ERK, extracellular signal–regulated kinase; IKKε, inhibitor of nuclear factor kappa-B kinase epsilon; TBK1, TANK-binding kinase 1.

## Discussion

In pancreatic cancer cells, as well as other cancer cells, RAS signaling is often a critical driver of oncogenic phenotypes (2, 3). RAS activation, *via* mutation or through growth factor receptor stimulation, leads to activation of downstream effector signaling pathways, including the activation of ERK1/2 driven by upstream RAF and MEK activation (3). The importance of ERK signaling in cancer is underscored by the utilization of ERK inhibitors in the clinic, which have shown promise (5). Specific mechanisms and targets downstream of ERK that contribute to cancer phenotypes are limited (see *Introduction* section) but can include phosphorylation of certain transcription factors as well as the mitochondrial protein Drp1 (31). Here, we present evidence that ERK signaling regulates the protein levels of the IKK-family kinase IKKε. We find that this regulation occurs in different cancer cells as well as organoid models, with limited effects on TBK1 (Figs. 2 and S1). However, both TBK1 and IKKε contribute to growth and survival of RAS-mutant MIA PaCa-2 cells (Figure 5, Figure 6 and S5). This is consistent with evidence that TBK1 activity is regulated by the RAL pathway downstream of RAS (25), thus ERK signaling to promote IKKε levels and RAL signaling through TBK1 may underlie differential regulation of both TBK1 and IKKε to contribute to the oncogenic effects of mutant RAS.

To address mechanisms related to the effects of ERK signaling on IKKε protein levels (Fig. 2), we found that IKKε RNA levels were not reduced in response to ERK inhibition across several cell lines (Fig. 3). Further analysis showed that the half-life of IKKε in MIA PaCa-2 cells is approximately 1-h, whereas TBK1 is highly stable, indicating distinct modes of regulation of these related kinases. Furthermore, ERK inhibition did not reduce the basal half-life of IKKε indicating the downregulation promoted by ERK inhibition is a slower mechanism (Fig. 3). Proteasome inhibition stabilizes both basal and ERK-induced levels of IKKε, although the mechanism underlying this effect is not understood. These findings strongly suggest that the regulation of IKKε by KRAS–MAPK signaling is occurring through translational control. This hypothesis is supported by the proteomic profiling indicating a unique difference between the effects of ERK inhibition on the proteasome and the transcriptome (Fig. S4). Future studies would address whether translational control or potential degron-mediated mechanisms promote loss of IKKε following ERK inhibition. These mechanisms have been linked with ERK signaling in earlier studies (32, 33, 34). Interestingly, while ERK inhibition reduces IKKε expression, knockdown of IKKε led to an increase in ERK activity (Fig. S2). Thus, a function for IKKε downstream of RAS and ERK may be to limit ERK activity, which has the potential to lead to cell death when chronically activated (35).

To gain insight into potential roles for IKKε and TBK1 downstream of ERK signaling, we performed RNA-Seq of MIA PaCa-2 cells with ERK inhibition and with inhibition of TBK1 and IKKε. 

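The genes with the largest changes with SCH772984 were taken by a fixed rule from the 7531 genes with an adjusted p under 0.05, an average of at least 5 CPM and all 3 treated libraries on one side of all 3 DMSO libraries. The protein-coding genes that fell most were CXCL8, SPRY4 and ETV5. CXCL8 (ENSG00000169429, chromosome 4 from 73740506 to 73743716) encodes a chemokine and went from 136 ± 3.33 TMM-normalized CPM (SD, n = 3) with DMSO to 0.746 ± 0.245 with SCH772984, a log2 fold change of -7.49 (standard error 0.14, adjusted p = 2.36e-38 in edgeR's quasi-likelihood test). SPRY4 (ENSG00000187678, chromosome 5 from 142310427 to 142326455) fell by 6.81 (standard error 0.11, adjusted p = 6.44e-40 in edgeR), and ETV5 (ENSG00000244405, chromosome 3 from 186046308 to 186110318) by 6.54 (standard error 0.15, adjusted p = 1.55e-34). SPRY4 and ETV5 each overlap an antisense gene. The largest rises were those of IGFN1, ANGPTL7 and AC007325.2. IGFN1 (ENSG00000163395, chromosome 1 from 201190825 to 201228952) had 0 counts in each DMSO library and 834 to 1336 with SCH772984, at least 247-fold higher. ANGPTL7 (ENSG00000171819) had at most 1 count with DMSO and 136 to 157 with SCH772984, at least 35.7-fold higher, but it lies inside MTOR on the opposite strand. AC007325.2 (ENSG00000277196), on an unplaced scaffold, had 1 to 4 counts with DMSO and 167 to 437 with SCH772984. A list of 10 genes whose transcription the MAPK pathway drives had a median log2 fold change of -5.24 over the 9 tested, or -4.15 with DUSP6 at the bound that its counts allow (camera, adjusted p = 1.86e-15). The median moved most, to -1.003, when at least 10 counts were required in every library. This filter removes genes that SCH772984 took below 10 counts, DUSP6 among them, so that move cannot test the fall. Of the 9 tested genes, 8 were lower after Benjamini-Hochberg adjustment, over all genes and adjusted over the list alone, and EPHA4 was higher (log2 fold change 1.48).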

ERK inhibition led to large changes in gene expression in MIA PaCa-2 cells, with many genes downregulated or upregulated. Compound 1, an established TBK1 and IKKε inhibitor, less robustly altered gene expression, though overlap with the ERK inhibitor–treated samples was clearly noted. 

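The inhibitors were compared directly, in a fit of the 3 SCH772984 and the 3 compound 1 libraries that does not use DMSO. Of 13863 genes tested with edgeR's quasi-likelihood test, 9561 (69.0%) differed at an unadjusted p under 0.05, and 9193 after Benjamini-Hochberg adjustment. Relative to compound 1, 4519 of these were lower with SCH772984 and 4674 higher. A 2-fold threshold moved the number most, to 3695 genes. Against DMSO, the median size of a gene's log2 fold change was 0.594 with SCH772984 and 0.127 with compound 1, and the 90th percentile 1.83 and 0.394. The value for compound 1 is close to the standard error of a single gene. The protein-coding genes that rose most with compound 1, by the same rule as for SCH772984 over the 94 genes that met it, were CXCL2, PTGES and CSAD. CXCL2 (ENSG00000081041), which has near-identical paralogs, had a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.00235 in edgeR), PTGES (ENSG00000148344) of 1.17 (standard error 0.11, adjusted p = 0.000157) and CSAD (ENSG00000139631) of 0.90 (standard error 0.16, adjusted p = 0.0247). The largest falls were those of PLXNA2 (ENSG00000076356, log2 fold change -0.80, standard error 0.17, adjusted p = 0.0376 in edgeR), FOXD1 (ENSG00000251493, -0.70, standard error 0.09, adjusted p = 0.00105) and MICAL2 (ENSG00000133816, -0.67, standard error 0.12, adjusted p = 0.0200). CXCL2 and PTGES fell with SCH772984, by 1.72 and 1.01.

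**Figure D2:**
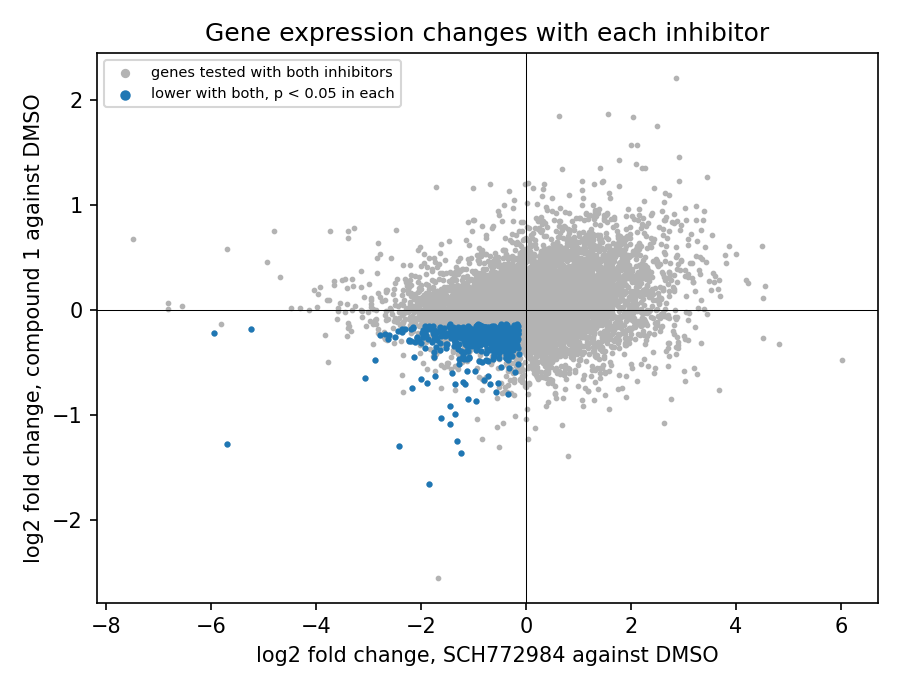
Log2 fold change against DMSO of each of the 12752 genes tested with both inhibitors, with SCH772984 on the horizontal axis and with compound 1 on the vertical axis. Each point is a gene, and blue points are the 578 genes lower with both at an unadjusted p under 0.05 in each. The axes have different scales, since the changes with SCH772984 are larger.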

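In a direct test of the lists on the fit of SCH772984 against compound 1, added after the data were seen, ribosome biogenesis factors had a median log2 difference of -1.05 (camera, adjusted p = 7.45e-27 over 14 lists), with 82 of 83 genes lower with SCH772984. Only camera with its preset correlation was run on this comparison. The median difference was -0.60 for translation initiation and elongation factors (3.00e-07), -0.55 for aminoacyl-tRNA synthetases (6.25e-06) and -0.33 for ribosomal protein genes (0.00110). Cell cycle lists were also lower with SCH772984 than with compound 1. The median difference was -1.66 for G2/M phase genes (camera, adjusted p = 1.88e-40), with all 54 genes lower, -1.57 for S phase genes (2.59e-29) and -1.54 for DNA replication factors (1.42e-30).

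**Figure D3:**
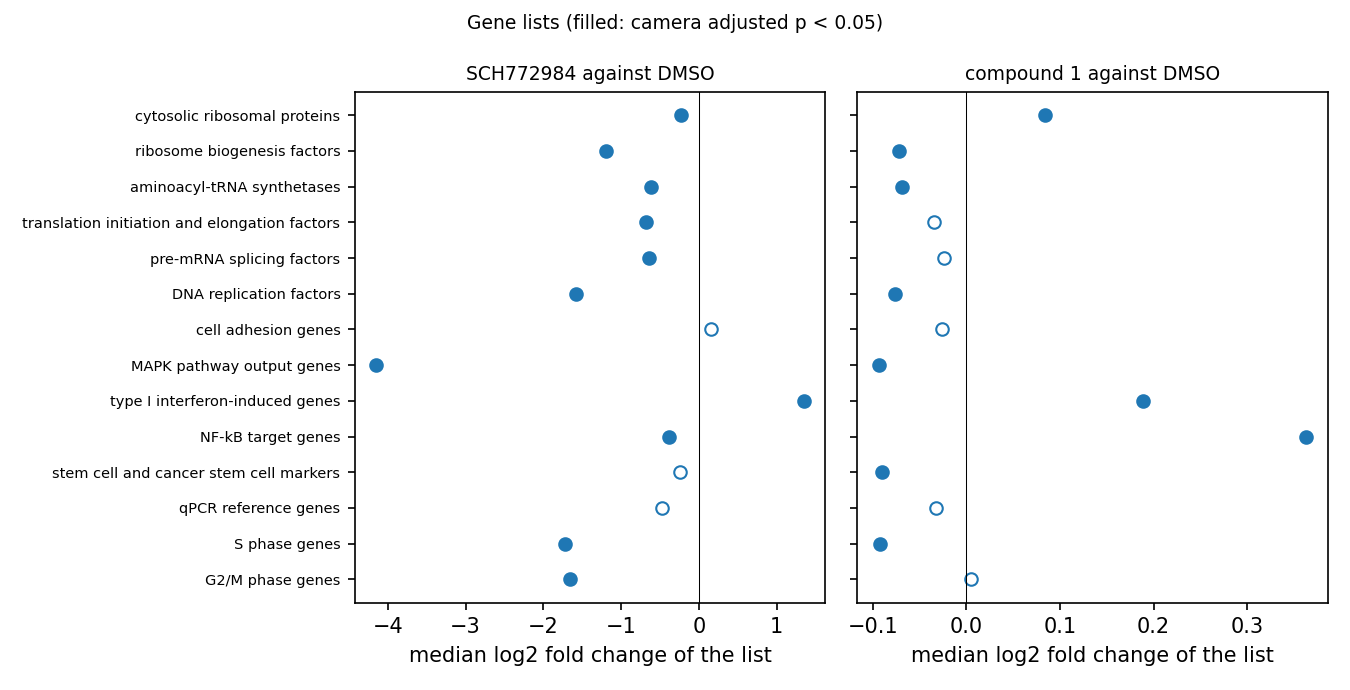
Median log2 fold change against DMSO of the tested genes of each of 14 gene lists, with SCH772984 (left panel) and compound 1 (right panel). Filled points are lists with an adjusted p under 0.05 in camera and open points are the others, genes at or under 3 counts in a whole group are placed at their bound, and the horizontal axes differ between the panels. With SCH772984 the points lie between -4.15 and 1.35, and with compound 1 between -0.09 and 0.36.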

ERK inhibition reduced expression of genes associated with ribosome biogenesis and protein translation, whereas TBK1–IKKε inhibition triggered effects on cell cycle and mitosis. ERK is known to positively regulate several transcription factors, and TBK1 and IKKε are also implicated in controlling transcription factors such as NF-κB (9). These results (Fig. 4) suggest that IKKε and/or TBK1 mediate effects on gene expression that are initiated by upstream ERK signaling.

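Among the genes lower with both inhibitors, the median log2 fold change was -0.80 with SCH772984 and -0.25 with compound 1, and 518 of them fell more with SCH772984. Of the genes lower with compound 1, 174 were not differentially expressed with SCH772984. Of the genes lower with both after adjustment, those with the largest smaller change were FOXD1, ZNF142 and SHANK3. ZNF142 (ENSG00000115568) had log2 fold changes of -0.77 with SCH772984 and -0.48 with compound 1, and SHANK3 (ENSG00000251322) of -1.12 and -0.47, with adjusted p of 5.16e-09 and 0.0365 for ZNF142 and 7.40e-14 and 0.0247 for SHANK3 in edgeR. FOXD1 had a log2 fold change of -1.89 with SCH772984. Another 465 genes changed in opposite directions, 236 of them higher with SCH772984 and lower with compound 1. In the simulations in which compound 1 changed nothing, 145 to 209 genes did so, and in those in which its changes were shuffled among genes, 535 to 627 did. Without DMSO replicate 2, 260 genes changed in opposite directions, without DMSO replicate 1 or 3, 292 and 296, and without compound 1 replicate 1, 740. After Benjamini-Hochberg adjustment in edgeR, 27 genes changed in opposite directions. The paper starts from the large number of genes altered by SCH772984, the smaller number altered by compound 1 and the overlap between them. It sets these beside the known positive regulation of transcription factors by ERK and the implication of TBK1 and IKKε in their control, and proposes that IKKε, TBK1 or both mediate effects on gene expression that upstream ERK signaling initiates.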

Both TBK1 and IKKε have been linked with pancreatic cancer cell phenotypes. In our analysis of MIA PaCa-2 cells, individual knockdown of TBK1 or IKKε did not affect cell growth/survival; however, dual knockdown significantly suppressed cell growth, which is linked with induction of cell death (Fig. 5). These results suggest that TBK1 and IKKε control separate mechanisms that, together, drive this oncogenic phenotype. Long-term studies are needed to identify potential substrates for TBK1 and/or IKKε that contribute to their phenotypic effects in pancreatic cancer cells. Given their related sequences, there may be common, but also likely unique, targets leading to their combined effects on cell survival. The potential for kinase-independent effects of TBK1 or IKKε also remain.

Further analysis of the RNA-Seq pathway data revealed that pathways involved in cancer stem cell mechanisms were lost with both ERK inhibition and with the TBK1–IKKε inhibitor. We found that either knockdown or inhibition of TBK1 and IKKε reduced tumor sphere number and size in MIA PaCa-2 cells (Figs. 6 and S5), potentially overlapping with effects on cell survival. Specific genes commonly affected by ERK inhibition and TBK1–IKKε inhibition such as TRIM28 have been linked with stem cells and other cancer-associated mechanisms (36). These data further support the hypothesis that TBK1 and IKKε function together in the RAS signaling pathway to promote oncogenic phenotypes, for which the regulation of IKKε by ERK is a critical component.

## Experimental procedures

### Cell culture

A549 and HPAF-II cell lines were obtained from the UNC Tissue Culture Facility, MIA PaCa-2 cells were obtained from the American Type Culture Collection, and HPDE and HPNE cells were a generous gift from Kirsten Bryant, PhD in the Lineberger Comprehensive Cancer Center at UNC Chapel Hill. HPDE and HPNE cells were cultured at 5% CO_2_ and 37 °C in Dulbecco’s modified Eagle's medium (DMEM; Gibco; catalog no.: 11995-065) supplemented with 10% fetal bovine serum (FBS) and 1× penicillin–streptomycin (Corning; catalog no.: 30-002-CI). A549 cells were maintained in F-12 medium (Gibco; catalog no.: 11765-054) with a supplementation of 10% FBS and 1× penicillin–streptomycin. HPAF-II cells were maintained in Eagle’s minimum essential medium (Corning; catalog no.: 10-010-CV) supplemented with 1× Nonessential Amino Acid Cell Culture Supplement (Gibco; catalog no.: 11140-050), 10% FBS, and 1× penicillin–streptomycin. MIA PaCa-2 Cells were cultured in DMEM (Gibco; catalog no.: 11995-065) with 10% FBS, 2.5% horse serum (Gibco; catalog no.: 16050-122), and 1× penicillin–streptomycin. Cells were passaged less than 15 times from thawing. MIA PaCa-2 cells were validated with short tandem repeat analysis and tested negative for mycoplasma contamination. Organoids were generated and maintained as previously described (37).

### Patient-derived xenograft samples:

Primary tumor samples were generous gifts from the Yeh Lab at UNC Chapel Hill and were obtained as described previously (38). Briefly, primary tumor samples were obtained from the UNC Tissue Procurement Core Facility adhering to all necessary Institutional Review Board regulations and guidelines. The “normal” samples were collected directly from patients in regions of the pancreas adjacent to the tumor. Patient tumor samples were subcutaneously implanted into immunocompromised mice before harvest and lysis as described later. Samples are not matched.

### Antibodies and reagents

Antibodies were diluted in 5% bovine serum albumin (BSA)/1× Tris-buffered saline with 0.1% Tween-20 (TBST). Antibodies targeting IKKε (CST; catalog no.: 3416), TBK1 (CST; catalog no.: 38066), P-TBK1 S172 (CST; catalog no.: 5483), P-ERK1/2 T302/Y204 (CST; catalog no.: 4370), ERK1/2 (CST; catalog no.: 4696), p-RSK S363/T359 (CST; catalog no.: 9344), RSK1/2/3 (CST; catalog no.: 9355), PARP (CST; catalog no.: 9542), and β-Actin (CST; catalog no.: 3700) were purchased from Cell Signaling Technologies. IKKε and TBK1 antibody specificity was demonstrated using siRNA (Supporting Information). Pathway manipulation with small-molecule inhibitors demonstrated that P-RSK antibodies were specific to phosphorylated targets. Small-molecule inhibitors were purchased from SelleckChem (SCH772984: S7101, trametinib: S2673, and ARS1620: S8707). The TBK1–IKKε inhibitor, compound 1 (27) was a generous gift from the Qing Zhang, PhD lab at UT Southwestern. Cycloheximide was purchased from Sigma (C-7698), and MG132 was purchased from EMD Millipore (catalog no.: 474790-5MG).

### RNA interference

Dharmacon SMARTPool siRNA was purchased from Horizon Discovery targeting IKKε (catalog no.: M-003723-02-0005), TBK1 (catalog no.: M-003788-02-0005), or a nontargeting control (catalog no.: D-001210-05-05). siRNA was resuspended in 5× siRNA Buffer (Horizon; catalog no.: B-002000-UB-100) diluted to 1× with water. siRNA was transfected into cells using DharmaFECT 1 (Horizon; catalog no.: T-2001-01) and Opti-Mem I (Gibco; catalog no.: 31985070).

### Immunoblotting

Cells were washed three times on ice in their respective culture plate with cold 1× phosphate-buffered saline (Corning; catalog no.: 21-031-CV) before scraping into microcentrifuge tubes and brief centrifugation to pellet whole cells. Cell pellet was resuspended in radioimmunoprecipitation assay lysis buffer (Boston BioProducts; catalog no.: BP-115) supplemented with 1× HALT, 1× EDTA (Thermo; catalog no.: 78438), and 2× Phosphatase Inhibitor Cocktail 3 (Sigma; catalog no.: P0044). Samples were incubated on ice for 5 min before centrifugation at 16,100 rcf for 10 min at 4 °C.

Tumor-adjacent and PDX tumor samples were added to tubes containing ceramic beads and 500 μl of radioimmunoprecipitation assay lysis buffer supplemented with 10× HALT, 10× EDTA, and 10× phosphatase inhibitor. Samples were lysed on ice for 10 min before agitation for 5 min at 4 °C. Samples were sonicated using a probe sonicator (3 × 10-s at 30% amplitude) with time to cool between sonication runs. Samples were transferred to a new tube and clarified using a centrifuge at 16,100 rcf for 10 min at 4 °C.

The supernatant was used to quantify protein amounts using the Bradford Protein Determination Assay (Bio-Rad; catalog no.: 5000006). Samples were then diluted to their working concentrations with 4× Laemmli buffer (Bio-Rad; catalog no.: 161-0747). Samples were boiled at 98 °C for 5 min and loaded onto gels (Bio-Rad; catalog nos.: 4568084, 4561085, 4568086, 5671084, or 5671085). Gels were transferred to 0.2 micron nitrocellulose membranes using the Bio-Rad Turbo Transfer system before transfer efficiency was verified using Ponceau stain (Sigma–Aldrich; catalog no.: P7170-1L). Membranes were blocked at room temperature for 1-h in 5% BSA (GoldBio; catalog no.: A-420-500) suspended in TBST. Membranes were incubated overnight at 4 °C in primary antibodies diluted in 5% BSA–TBST. Membranes were washed with TBST before incubation for 1-h in 5% milk/TBST with either rabbit or mouse secondary antibodies (Promega; catalog nos.: W4011 or W4021). Membranes were washed in TBST before imaging using the ChemiDoc/ImageLab imaging system and ECL reagent (Bio-Rad; catalog no.: 1705061). Band intensity was calculated using Fiji (ImageJ) and normalized to the respective control. Values were plotted, and statistics were run using GraphPad Prism (version 10.4.1; GraphPad Software, Inc).

### Quantitative PCR

RNA was isolated from cells using the Zymogen Quick-RNA MiniPrep Kit (Zymogen; catalog no.: 11-328) following the manufacturer’s suggested protocol. RNA quantification was performed using a NanoDrop. Complementary DNA (cDNA) was prepared using the Bio-Rad iScript cDNA synthesis kit (Bio-Rad; catalog no.: 1708891) and suggested thermocycler protocol. cDNA was analyzed using TaqMan probes (TBK1: Hs00179410_m1; IKKε/IKBKE: Hs01063858_m1; or GUSB: Hs99999908_m1) on QuantStudio6 or QuantStudio7 instruments. Analysis of cycle threshold values was performed using Microsoft Excel and plotted using GraphPad Prism before statistical analysis. Statistical analysis was performed using unpaired parametric *t* tests. *p* Values <0.05 were considered significant.

### Tumor sphere assay

Tumor sphere assay was performed as previously described (30). Briefly, MIA PaCa-2 cells were plated at a density of 3000 cells per well on 6-well ultralow adherent plates, using serum-free DMEM:F12 medium supplemented with 10 ng/ml basic fibroblast growth factor (Gibco; catalog no.: 100-18B-50UG), 20 ng/ml epidermal growth factor (Gibco; catalog no.: AF-100-15-100ug), and B-27 supplement (Life Technologies; catalog no.:17504044). Cells were incubated at 37 °C with 5% CO_2_ for 7 days, with images being taken at the noted days. Tumor spheres larger than 60 μm were counted on days 2, 4, and 7 for siRNA experiments and on days 2 and 4 for compound 1-treated cells.

### Global proteomics

#### Sample preparation

Samples were washed four times with cold PBS on their respective growth plates before scraping into microcentrifuge tube and brief centrifugation to pellet cells. PBS supernatant was aspirated, and cells were lysed in 8 M urea, 50 mM Tris–HCl (pH 7.8), 1× HALT, 1× EDTA, 1× Phosphatase Inhibitor Cocktail 3. Samples were lysed for 10 min on ice before probe sonication (two times for 5-s at 40% amplitude) on ice. Lysates were spun down at 16,100 rcf for 15 min at 4 °C before the supernatant was saved and quantified using the Bradford Protein Determination Assay (Bio-Rad). Quantified samples were stored at −80 °C until submission to the UNC MAP Core. Protein lysates were precipitated with acetone before resuspension in 1 M urea and 50 mM ammonium bicarbonate. Resuspended samples were reduced with 5 mM DTT and alkylated with 15 mM iodoacetamide for 45 min at room temperature. Samples were subjected to digestion with LysC (Wako) at 37 °C for 2-h and trypsin (Promega) overnight at 37 °C at a 1:50 enzyme:protein ratio. The resulting peptides were acidified with 0.5% trifluoroacetic acid and desalted using Thermo desalting spin columns. Eluates were dried *via* vacuum centrifugation, and peptide concentration was determined *via* Pierce Quantitative Fluorometric Assay. All samples were normalized to 0.1 μg/μl. A pooled sample was created by combining an aliquot of each sample.

#### LC–MS/MS analysis

All samples were spiked with iRT standard peptides (Biognosys) prior to LC–MS/MS analysis. Samples were then analyzed *via* LC–MS/MS using an Easy nLC 1200 coupled to a Fusion Lumos mass spectrometer (Thermo). The pooled sample was injected at the beginning and end of the sequence to assess technical reproducibility. Samples were injected onto an Easy Spray C18 column (75 μm id × 25 cm, 2 μm particle size; Thermo Scientific) and separated over a 122 min method. The gradient consisted of 5 to 45% mobile phase B at a 250 nl/min flow rate, where phase A was 0.1% formic acid in water and mobile phase B was 0.1% formic acid in 80% acetonitrile. The Lumos was operated in data-independent acquisition mode. A full MS scan (350-1200 *m/z*) was collected; resolution set to 120,000 with a maximum injection time of 45 ms and automatic gain control target of 250%. Following full MS scan, product ion scan was collected at a resolution of 30,000, with higher collision dissociation set to 30, automatic gain control target set to 2000%, maximum injection time to set to 54 ms, and 31 *m/z* precursor isolation windows.

#### Data analysis

Raw data files were processed using Spectronaut (v17; Biognosys) and searched against the UniProt reviewed human database (UP000005640, containing 20,404 entries, downloaded January 2023) and the MaxQuant common contaminants database (246 entries). The following settings were used: enzyme specificity set to trypsin, up to two missed cleavages allowed, cysteine carbamidomethylation set as a fixed modification, and methionine oxidation and N-terminal acetylation set as variable modifications. Precision iRT calibration was enabled. A false discovery rate of 1% was used to filter all data. Imputation was disabled, and single hit proteins were excluded. Unpaired Student’s *t* tests were conducted and *p* values, false discovery rate–corrected *p* values (*q* values), along with log2 fold change ratios were calculated in Spectronaut. Proteins with an absolute log2 fold change ≥0.6 and a *q* value (corrected *p* value) <0.05 were considered significant.

### RNA sequencing

MIA PaCa-2 cells were treated with 1 μM compound 1, 1 μM SCH772984, or dimethyl sulfoxide for 24-h before RNA extraction and quantification using the Zymogen Quick RNA Prep Kit. Samples were provided to Novogene for sequencing and analyzed using their previously described strategy (https://www.novogene.com/us-en/services/research-services/transcriptome-sequencing/mrna-sequencing/). Differentially expressed genes were compared using BioVenn (39).

### Survival and pathway analysis

Survival curve was generated using the Kaplan–Meier Plotter website (https://kmplot.com/analysis/). Gene sets from MSigDB and relevant publications were screened for keywords of interest pertaining to pancreatic cancer, including stemness. A list of gene sets of interest was then used for enrichment analysis performed using ShinyGO, version 0.77 (40).

### Gene and protein expression analysis

Clinical Proteomic Tumor Analysis Consortium PDAC data (2021) were retrieved from cBioPortal (41). RNA expression and protein abundance ratio corresponding to IKKε expression used in this study were median-centered *Z* scores as provided for all tumors. Tumors whose RNA and/or protein expressions were missing were excluded. GraphPad Prism (version 10.1.0) was used to plot the protein and RNA expression as a double gradient heat map.

## Data availability

Data referenced are available from the corresponding author upon request or are available at the locations listed below.

RNA-Seq fastq files and gene counts were uploaded to Gene Expression Omnibus: GSE289759.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository (42) with the dataset identifier: PXD060883.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interests with the contents of this article.

# Supplementary material for: ERK signaling promotes IKKε expression and oncogenic functions in pancreatic cancer cells in association with TBK1
**Source:** J Biol Chem. 2025 Jul 28;301(9):110535. doi: 10.1016/j.jbc.2025.110535
**Supplement:** Supporting Figures

# ERK signaling promotes IKK $\epsilon$ expression and oncogenic functions in pancreatic cancer cells in association with TBK1

Adam Graves<sup>1</sup>, Angana Mukherjee<sup>2</sup>, Runying Yang<sup>2</sup>, Angie Mordant<sup>3</sup>, Thomas Webb<sup>3</sup>,  
Kirsten Bryant<sup>1,2</sup>, Laura Herring<sup>3</sup>, Albert Baldwin<sup>2</sup>

*From the

**Material Included:** Supporting figures 1 - 5

**Supporting Information Figure 1 - ERKi-Induced Loss of IKK $\epsilon$  is Present in Organoid Models**

Organoid models were treated with SCH772984 for 24 hours before harvest. Blots are representative of three replicates of organoids containing either KRAS G12V or G12D mutations.

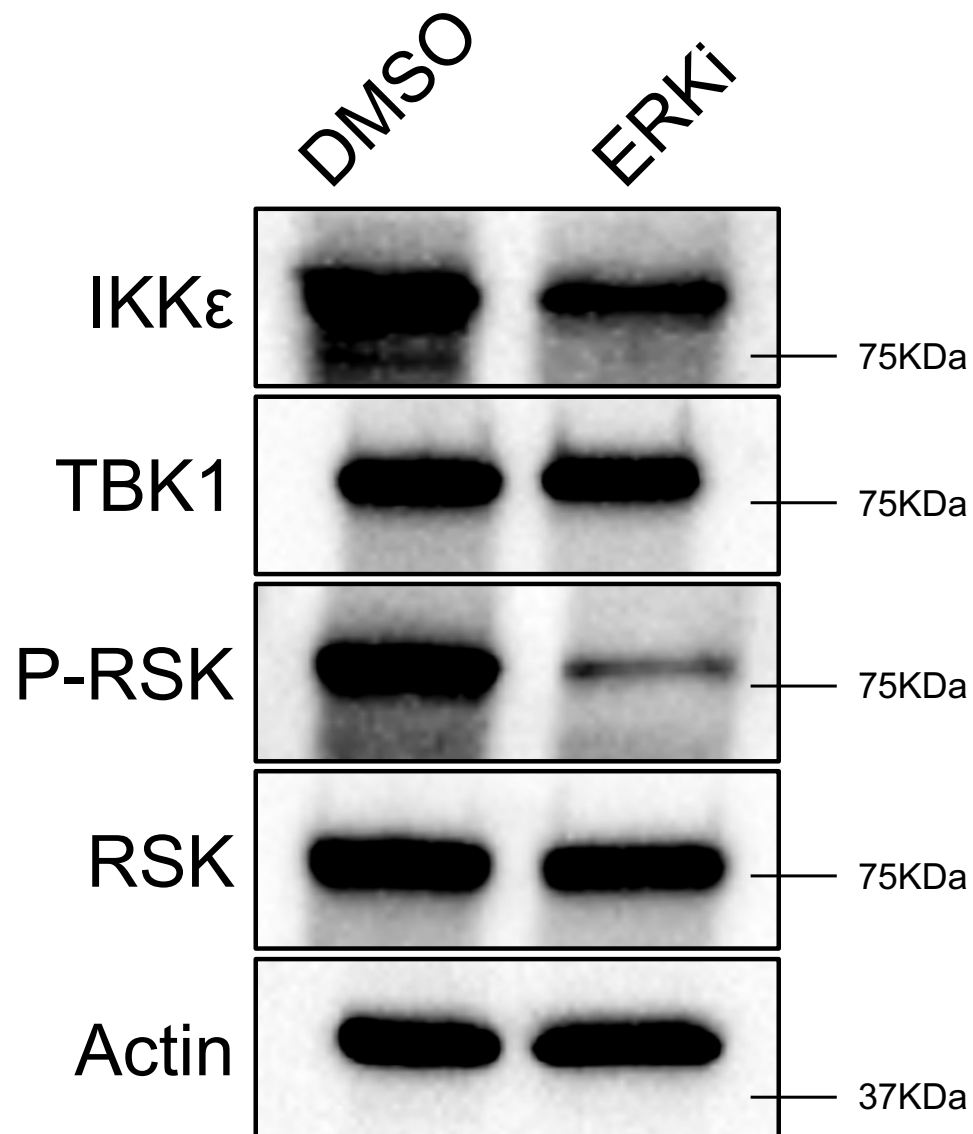

## MIA PaCa-2

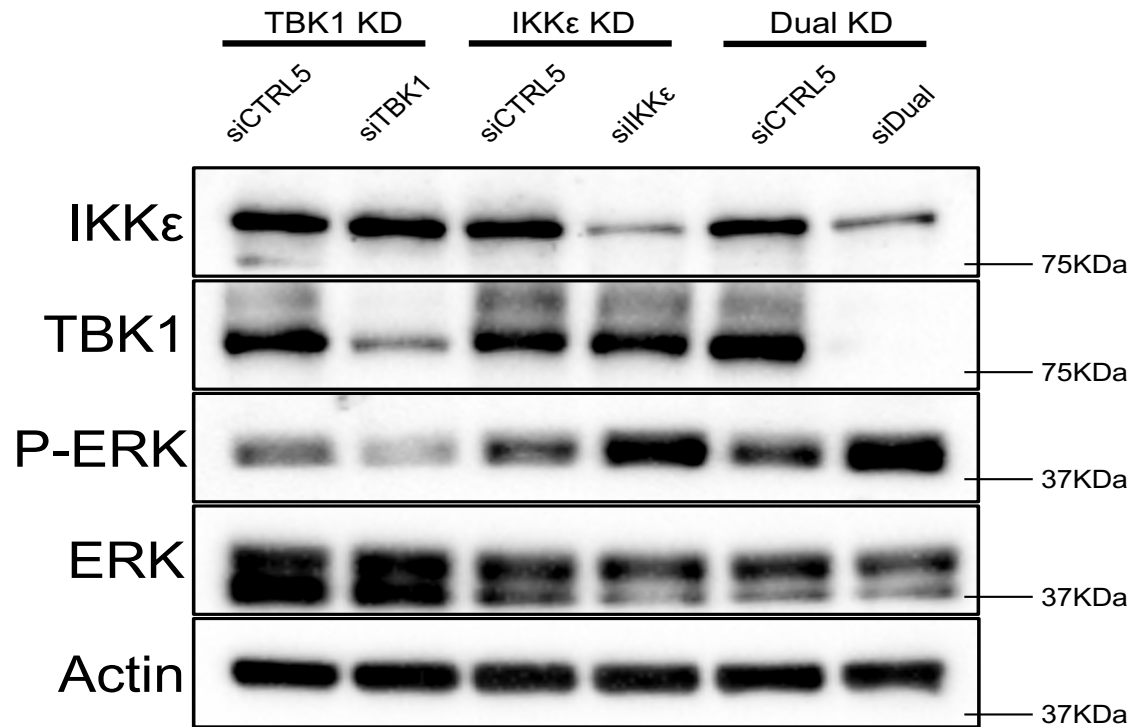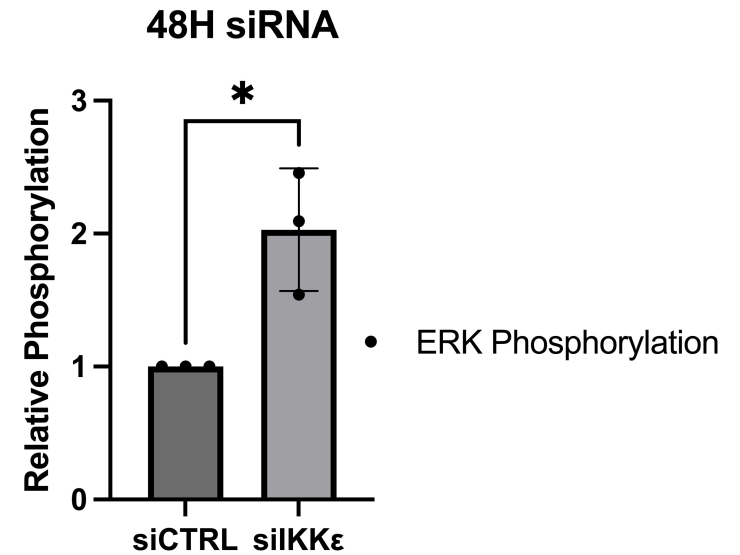

### Supporting Information Figure 2 – IKKε Knockdown Increases ERK Phosphorylation in MIA PaCa-2 Cells

MIA PaCa-2 cells were treated for 48 hours with siRNA targeting TBK1, IKKε, or both (siDual) before harvesting and immunoblotting. Band intensity was determined using Fiji (ImageJ) and normalized to total ERK protein and Actin levels before an un-paired, parametric t-test was used to examine statistical significance (\* $P = 0.0180$ ). Blots are representative of three biological replicates and bar graph displays mean values with SD.

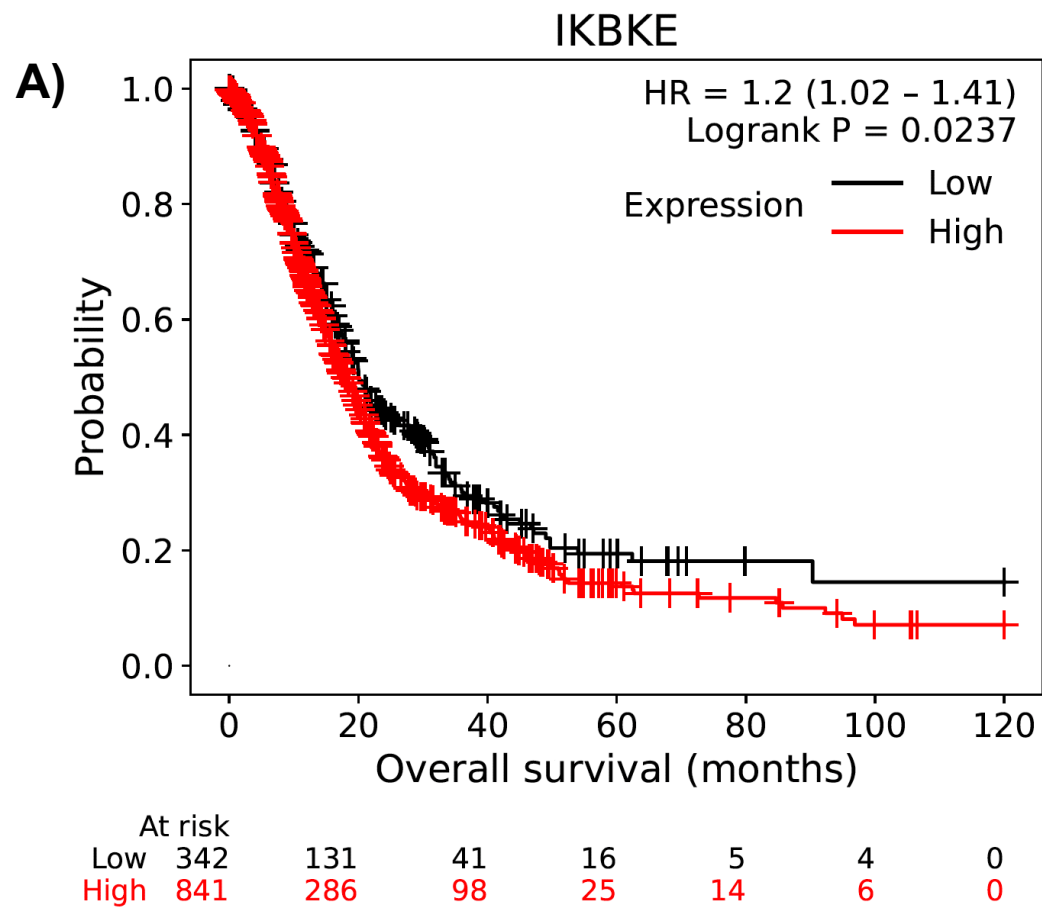

**B)**

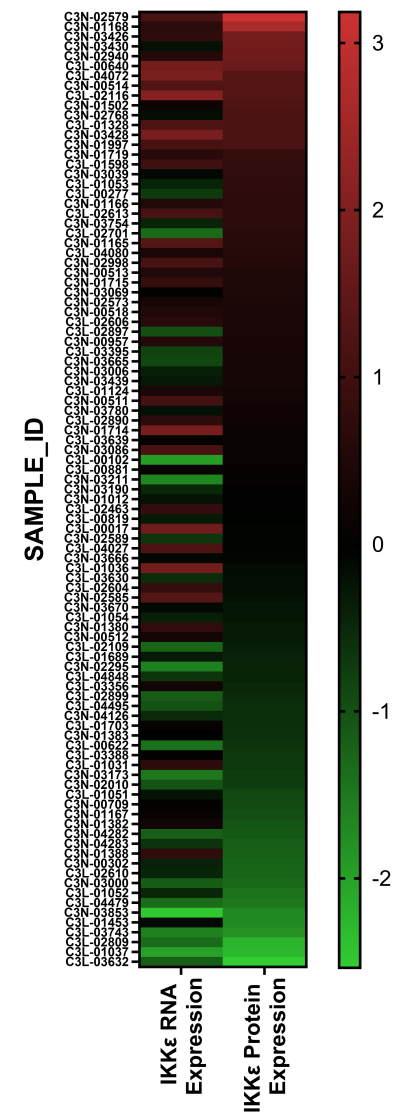

**Supporting Information Figure 3 – High IKKε Expression in PDAC Patients is Associated with Poorer Survival**

**A)** Relapse-free survival curves for PDAC patients were plotted for IKKε expression using the Kaplan-Meier Plotter website (n = 1183).

**B)** CPTAC-PDAC RNAseq data (n=140) were retrieved from cBioPortal. IKKε mRNA and protein abundance z-scores were plotted as a double gradient heat map.

A)

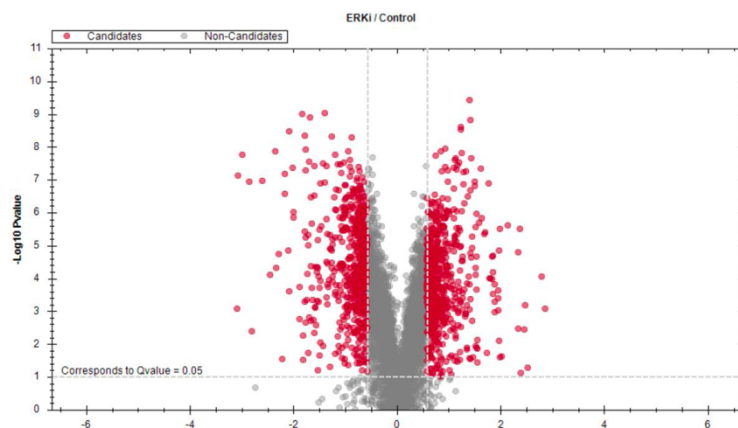

C)

### ERKi vs. DMSO Downregulated GO:BP

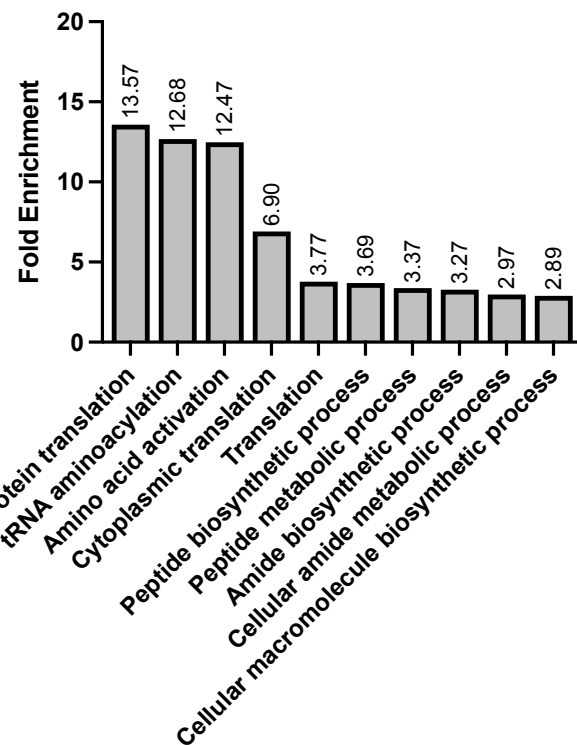

B)

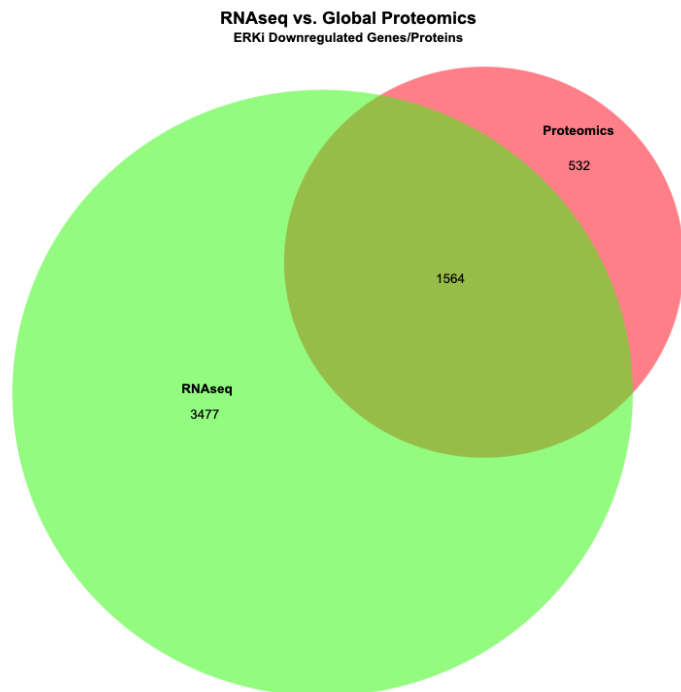

### Supporting Information Figure 4 – Global Proteomic Profiling of ERKi-Treated MIA PaCa-2 Cells

**A)** MIA PaCa-2 cells were treated with SCH772984 for 24H before harvesting and global proteomic analysis (see methods). A volcano plot was generated by the UNC Proteomics Core ( $q\text{-Value} < 0.05$ ,  $\pm 0.06$  Fold Change).

**B)** Venn diagrams were created with BioVenn using proteomics data ( $P < 0.05$ ) and RNAseq data ( $P < 0.05$ ).

**C)** Gene ontology analysis was performed using biological pathways (GO:BP) downregulated in the protein-only results (532 proteins) when compared with the RNAseq samples.

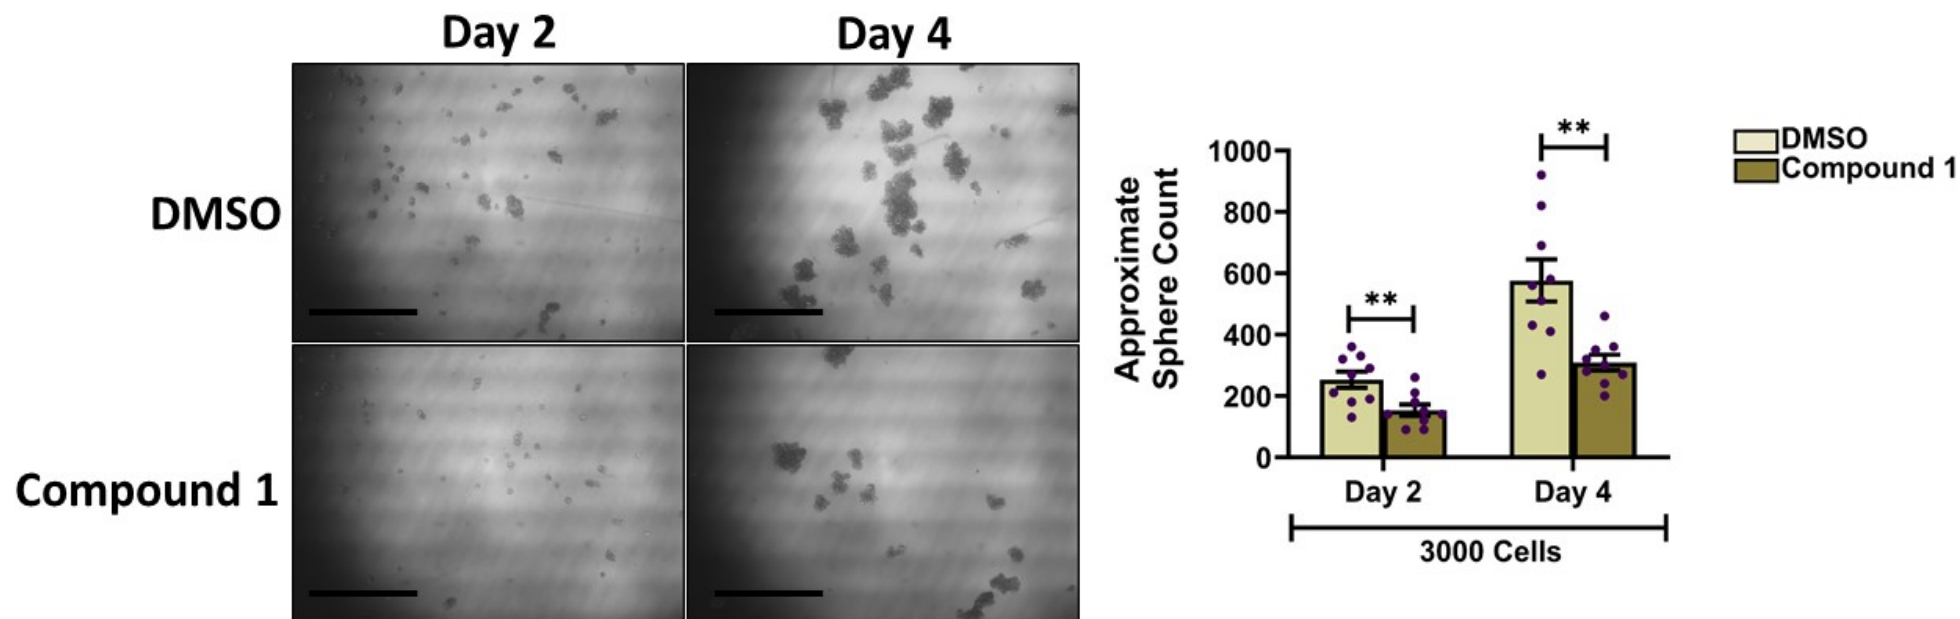

**Supporting Information Figure 5 – TBK1/IKK $\epsilon$  Inhibition Inhibits Tumor Sphere Formation of MIA PaCa-2 Cells**

DMSO or Compound 1 treated MIA PaCa-2 cells were seeded for tumor sphere assays and images were taken on days 2, and 4. Quantification of tumor sphere formation was performed on days 2, and 4 (\*\* $P = 0.006784$ , \*\* $P = 0.002090$ ) ( $n = 3$ , and each replicate was seeded in 3 wells). Data was analyzed using unpaired multiple t-test. Scale bar: 100 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

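RNA was measured in MIA PaCa-2 cells, an established pancreatic cancer cell line, after treatment for 24 h with 1 μM SCH772984, with 1 μM compound 1 or with 0.1% DMSO, in 3 libraries per condition. The data used were the read counts per gene that the authors deposited, one table with 58735 genes and 9 libraries. The values are whole numbers without normalization, and 29048 genes had a count in at least 1 library. The libraries were sequenced and counted by Novogene, and the paper's text does not name the aligner, the counting tool or the strand setting. Identifiers and coordinates of all 58735 genes matched GENCODE release 29 (Ensembl release 94) on GRCh38. The table holds 0 spike-in RNAs and 37 mitochondrially encoded genes. Library totals were 9464432 to 13887859 counts, and fold changes are given with edgeR's standard errors, which cover the spread between libraries as well as counting error.

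Libraries were grouped by their deposited labels. Each inhibitor was compared with DMSO in a fit of its own, and SCH772984 was compared with compound 1 in another fit. Fits used edgeR 4.0.16 (quasi-likelihood test, robust) in R 4.3.3, with TMM normalization and filterByExpr (minimum count 10, minimum total count 15). A gene was differentially expressed at an unadjusted p under 0.05, and counts after Benjamini-Hochberg adjustment were given beside these. Genes lower or higher with both inhibitors were counted over the genes tested in both fits, with Fisher's exact test across genes. Because both comparisons use the same DMSO libraries, 25 data sets were simulated for each of 3 cases: compound 1 changes nothing, neither inhibitor changes anything, and the changes measured with compound 1 are shuffled among genes of similar expression. Each gene was drawn by itself, so deviations that many genes of a library share were not simulated.

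Gene lists were written by hand, without the Gene Ontology and MSigDB sets named in the paper, which were not used here. They cover cytosolic ribosomal proteins, ribosome biogenesis factors, aminoacyl-tRNA synthetases, translation initiation and elongation factors, pre-mRNA splicing factors, DNA replication factors, cell adhesion genes, MAPK pathway output genes, type I interferon-induced genes, NF-kB target genes, stem cell and cancer stem cell markers and qPCR reference genes. The S phase and G2/M phase lists came from Seurat 5.3.0. The DNA replication and S phase lists share 21 genes, the adhesion and stem cell lists 3, and the biogenesis and S phase lists and the adhesion and NF-kB lists 1 each. Lists with at least 5 tested genes were tested with limma 3.58.1 camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 14 lists and both inhibitors. IKBKE and TBK1 counts were also divided by GUSB counts per library and compared by a two-sided exact permutation test. A gene was at the floor where all libraries of a group had at most 3 counts, and its fold was then given as a bound.

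The genes named were those that the paper names, some of which are not reported here, the 3 protein-coding genes with the largest rise and the 3 with the largest fall for each inhibitor, the 3 genes changed most in each direction by both inhibitors, the 3 changed most in opposite directions, and members of reported lists. The largest changes were taken among genes with an adjusted p under 0.05, an average of at least 5 CPM and all 3 treated libraries on one side of all 3 DMSO libraries. For the genes changed by both, an adjusted p under 0.05 was required with each inhibitor, and genes were ordered by the smaller of their absolute log2 fold changes. The sample grouping, the tests, the lists, the rule for naming genes and the alternatives were set before the data were examined, except where an alternative or test is said to have been chosen after the data were seen.

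The alternatives were scaling by library size alone, RLE factors in place of TMM, no filter on low counts, at least 10 counts in every library, all 9 libraries in one fit, the replicate number as a block, protein-coding genes only, an adjusted p, a change of at least 2-fold, DESeq2 1.42.0 on the same genes and on all genes, and leaving out each library in turn. For lists they were also camera with an estimated correlation, fry and Fisher's exact test among the lower genes, for the correlation across genes the 6 ways of splitting the DMSO libraries, and for the GUSB ratios TMM-normalized counts or the qPCR reference genes in place of GUSB. Chosen after seeing the data were the removal of each library's trend with gene length and GC content (a spline with 5 degrees of freedom) and the list test on the direct comparison. Libraries were also thinned to 9464432 counts each. The main steps were tested on simulated data with 200 genes changed by 1 on the log2 scale, of which 197 passed the filter. edgeR called 96.5% of these at an unadjusted p under 0.05 and 82.2% after adjustment, and called 5.27% of the unchanged genes at the unadjusted threshold. The genes lower with compound 1 fell by 0.27 at the median, so these shares do not apply to changes of that size. Of 20 unchanged lists, 0 passed camera at an unadjusted p under 0.05. Their genes were simulated independently, so this cannot tell how camera acts on lists whose genes vary together. The protein measurements and all other experiments of the paper were not analysed here.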

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

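The tests of library size for the share of mitochondrial counts and for the number of genes detected, and the tests of CXCL reads, of normalization and of single libraries for the NF-kB list, were chosen only after the result was seen.

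The share of counts on the 37 mitochondrially encoded genes, which the paper does not discuss, was 6.96% ± 0.665 (SD, n = 3) with SCH772984, against 3.67% ± 0.324 with DMSO and 3.60% ± 0.277 with compound 1. The SCH772984 and DMSO libraries did not overlap, as chance alone gives, in either direction, in 10% of comparisons of 3 libraries against 3. The SCH772984 libraries were also the largest. Thinning every library to the same total left a lowest SCH772984 share of 6.22%, but thinning does not change a share on average, so the part of library size cannot be told from it. A single abundant gene was argued against, since the lowest SCH772984 share without the most abundant such gene of each library was 4.65%, against a highest DMSO share of 3.14%. Less nuclear-encoded mRNA per cell would raise all mitochondrial mRNAs by about the same factor. The log2 fold changes of the 13 mRNAs ranged from -0.52 to 0.89 with a median of 0.54, and Cochran's Q per degree of freedom was 12.6, so this alone does not account for them. MT-ATP8 and MT-ATP6, and MT-ND4L and MT-ND4, overlap, and nuclear copies of mitochondrial genes were not tested. An effect of ERK inhibition on mitochondrial RNA, and a change in RNA quality or cell death with treatment, stay open and were not tested.

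Type I interferon-induced genes, which the paper does not discuss, had a median log2 fold change of 1.35 with SCH772984 over 27 of 43 listed genes (camera, adjusted p = 0.000231), with 20 genes higher and 1 lower after Benjamini-Hochberg adjustment, over all genes tested and adjusted over the list alone. Over the alternatives the adjusted p ranged from 1.65e-05 (fry) to 0.0568 (camera with an estimated correlation), and with each library left out from 0.000221 to 0.000479. PARP14 had a log2 fold change of 2.90, PARP9 of 2.29 and STAT2 of 1.73, while IFITM1 had -0.40. These 4 genes were chosen after their values were seen. PARP9, STAT2 and IFITM1 overlap other genes, and the IFIT genes are paralogs. Scaling moves all genes alike, so camera, which compares the list with the other genes, could hardly depend on normalization. The larger adjusted p with library size only or RLE factors was 0.000514. The median was 1.52 with library size only and 1.34 with RLE factors, so the rise was present under each scaling. A general rise of genes with low counts was argued against, since 0 of 10000 random lists matched on expression had a median as high (highest 1.24). The adjusted p was 0.000159 once each library's trend with gene length and GC content was removed, and 0.000161 after thinning, which argues against these trends and against library size. With compound 1 the median was 0.19 (camera, adjusted p = 0.00732) over 23 genes. At an unadjusted p under 0.05, 3 were higher and 1 was lower, and after adjustment 1 was higher and 0 were lower. With compound 1 the list no longer passed without a filter (0.114) or with an estimated correlation (0.117). The list differed between the inhibitors in the direct test (median log2 difference 1.33, adjusted p = 0.000162). A response to ERK inhibition is a hypothesis that remains open, as do contamination and other causes that were not tested.

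NF-kB target genes, whose values the paper does not report, had a median log2 fold change of 0.36 with compound 1 over 17 of 27 listed genes (camera, adjusted p = 8.57e-13). At an unadjusted p under 0.05, 10 were higher and 0 lower. After Benjamini-Hochberg adjustment 5 were higher over all genes tested and 9 when adjusted over the list alone. The 5 were CXCL2, CD83, CXCL8, NFKB2 and NFKBIA, with log2 fold changes of 1.17, 0.85, 0.68, 0.48 and 0.37. Over the alternatives the adjusted p ranged from 2.42e-13 to 0.0368, the last with an estimated correlation, and fry gave 0.00137. CXCL1, CXCL2, CXCL3 and CXCL8 are related genes, but reads shared between them were argued against, since without them the median of the remaining 13 genes was 0.34 and the adjusted p 7.61e-06. Camera could hardly depend on normalization here either, with an adjusted p of at most 9.69e-13 with library size only or RLE factors. The median was 0.39 with library size only and 0.36 with RLE factors, so the rise was present under each scaling. Gene length and GC content were argued against by an adjusted p of 6.07e-13 in camera once the trend was removed. A single library was argued against by 2.17e-09, the largest without one library. With SCH772984 the list fell by 0.39 (camera, adjusted p = 0.00344), with 10 genes lower and 4 higher after adjustment. It did not pass in Fisher's exact test (0.130), with an estimated correlation (0.110) or with at least 10 counts in every library (0.0935). That filter removes CXCL8, which fell to 6 to 12 counts, so it cannot tell whether the list fell. In the direct test the list was lower with SCH772984 (median log2 difference -0.50, adjusted p = 1.23e-06). An effect of compound 1 on these genes is a hypothesis that was found and tested on the same data.

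The SCH772984 library with the fewest genes with a count had 21381, against 18808 to 19224 in the DMSO libraries and 19811 to 20356 in the compound 1 libraries, and the paper does not report these numbers. A larger library size was argued against, since after thinning the lowest number with SCH772984 was 20958 and the highest with DMSO 19224. After thinning, the compound 1 libraries had 19731 to 20304 genes, also above DMSO. Such separation of 3 libraries from 3 arises by chance in 10% of comparisons. Expression of more genes after treatment, and a lower share of counts on the genes most abundant with DMSO, were not tested separately and stay open.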

How the results depend on the processing

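The removal of each library's trend with gene length and GC content was chosen only after the results were seen. The numbers of differentially expressed genes with SCH772984 stayed within 1.5 times the reported ones under other scaling, filters, tools, a common fit and an adjusted p. Requiring also a change of at least 2-fold gave 2521 higher and 1473 lower genes, as a stricter threshold must give fewer. The 2-fold threshold gave 3695 genes different between the inhibitors, and with compound 1 it gave 54 higher and 18 lower genes. It left 7 genes lower with both inhibitors, 27 higher with both and 3 changed in opposite directions.

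The numbers with compound 1 depended on the threshold. With an adjusted p, 63 genes were higher and 48 lower, and 27 were lower with both inhibitors, 35 higher with both and 27 changed in opposite directions. With DESeq2 on all genes and an adjusted p, these numbers were 96, 133, 87, 45 and 54. With DESeq2 on all genes at an unadjusted p, 305 genes were higher with both. With scaling by library size only, 357 were lower and 733 higher with both. For these settings, beyond the stricter threshold, the cause was not tested.

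They also depended on single libraries. Across the 6 fits that each left out one library, 570 (without DMSO replicate 2) to 1310 (without compound 1 replicate 1) genes were higher with compound 1, and 607 to 1655 were lower, at the same libraries. Without these libraries 345 and 1007 genes were lower with both, 294 and 649 higher with both, and 260 and 740 changed in opposite directions. With SCH772984, 5076 to 5246 genes were higher and 4900 to 5080 lower, and 8984 to 9799 differed between the inhibitors. Other causes than the library left out were not tested.

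The correlation across genes was 0.533 without a filter, 0.287 with the trend removed, and 0.176, 0.193, 0.184, 0.215, 0.186 and 0.158 in the 6 splits of the DMSO libraries, in which fewer libraries stand behind each fold change. It was 0.229 (without compound 1 replicate 2) to 0.329 (without DMSO replicate 3) with each library left out. The cause of the change without a filter was not tested.

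The number of gene lists past the threshold depended on the set test. With an estimated correlation, 4 lists passed with SCH772984 and 1 with compound 1. With compound 1, 5 passed under fry and 3 in Fisher's exact test, which counts lower genes only. With each library left out, 11 lists passed with SCH772984 in every fit, and 7 to 10 with compound 1. Among single lists and the other alternatives, 34 values no longer passed and 7 newly passed. With a library left out, 7 no longer passed and 4 newly passed.

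Among single genes, 12 values no longer passed and 9 newly passed under the alternatives, and 10 and 4 with a library left out.

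With the qPCR reference genes in place of GUSB, the log2 difference of IKBKE with SCH772984 was 2.06, against 1.64 with GUSB, and that of TBK1 was 0.18, against -0.23, a change of direction. The reference genes themselves had a median log2 fold change of -0.48 with SCH772984, which moves a ratio to them in this direction.

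With the replicate number as a block, 5267 genes were higher and 5029 lower with SCH772984, and 1042 higher and 1207 lower with compound 1. After adjustment, 193 genes were higher and 219 lower with compound 1 under the block, against 63 and 48 without it. The cause was not tested. The MAPK list with compound 1 did not pass under the block (camera, adjusted p = 0.0565). The replicate numbers do not appear to pair the libraries, since each gene's deviations from its group mean, correlated across genes between libraries of the same number, gave r from -0.0787 to 0.107 over 9 pairs.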

Differences from the paper's values

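Apart from the alternatives given below, no test of a cause was run for these differences. For IKBKE relative to GUSB with SCH772984, the fold of DMSO was 3.12 in the RNA-Seq counts (SD 0.41, n = 3 libraries), and the paper's qPCR value is about 1.9 in Fig. 3, read by eye. Of the alternatives set before the data were examined, only leaving out DMSO replicate 1, which gave 2.73, brought the values within 1.5 times or the replicate SD. With TMM-normalized counts it was 3.31, with the qPCR reference genes 4.16, with the replicate block unchanged, and with another library left out 2.90 to 3.41. The IKBKE counts were low, at 13 to 18 per DMSO library.

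For TBK1 relative to GUSB with SCH772984, the fold of DMSO was 0.851 (SD 0.12, n = 3 libraries), and the paper's qPCR value is about 0.55 in Fig. 3, read by eye. The fold was slightly nearer to 0.55 without DMSO replicate 1 (0.811), SCH772984 replicate 1 (0.813) or SCH772984 replicate 2 (0.819). These values met the cutoff used for IKBKE above, but each still lay well above 0.55. The fold was unchanged with the replicate block. It was further from 0.55 without DMSO replicate 2 (0.867), DMSO replicate 3 (0.877) or SCH772984 replicate 3 (0.926). It was also further from 0.55 with TMM-normalized counts (0.905) and with the qPCR reference genes (1.13).

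The paper's numbers of genes are 5274 higher, 5043 lower and 10317 in all with SCH772984, 842 lower with compound 1 and 531 lower with both. Those found here were 5263, 5012, 10275, 988 and 578, each within 1.5 times the paper's. DESeq2 on all genes with an unadjusted p under 0.05, an alternative set before the data were examined, gave 5274, 5043, 10317, 842 and 531. These equal the paper's numbers, so the tool and the genes tested account for the differences in these counts. With an adjusted p the same setting gave 4734, 4758, 9492, 133 and 87, so the paper's counts match an unadjusted p. It also gave 653 genes higher with compound 1, where about 650 are shown in Fig. 4A, read by eye, and edgeR gave 945.

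The paper states that genes lower with compound 1 relate to adhesion and cell division. The adhesion list had a median log2 fold change of -0.03 (camera, adjusted p = 0.560) and the G2/M list of 0.00 (0.560), and none of the settings run called either as lower. S phase genes were lower. The paper lists HNRNPU among genes lower with both inhibitors. Its log2 fold change with compound 1 was -0.12 (unadjusted p = 0.0671 in edgeR), and it was called only by DESeq2 on all genes (unadjusted p = 0.0469) and without compound 1 replicate 2 (0.0492). The former setting also gave the paper's numbers of genes, so the tool and the genes tested account for this difference. The paper states that stemness pathways fell with ERK inhibition. The list of stem cell markers did not pass camera with SCH772984 (adjusted p = 0.214) and passed as lower only under fry (0.000644). The lists, written by hand apart from the S phase and G2/M lists from Seurat, are not those of the paper. The paper states that TBK1 mRNA fell significantly in MIA PaCa-2 cells. Its log2 fold change here was -0.15 (unadjusted p = 0.117 in edgeR), and no setting called it.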

Other observations

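Chosen only after the result was seen were the tests of false calls, of gene length and GC content and of single libraries for the genes called with compound 1, of gene length and GC content for the genes changed in opposite directions, of changes falling on genes at random, and of the MAPK list.

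With compound 1, 1933 genes passed an unadjusted p under 0.05. False calls from gene-by-gene noise alone were argued against, since at most 691 passed in simulations in which compound 1 changed nothing. These drew each gene by itself, without deviations that many genes of a library share, so 691 is no limit for false calls from such deviations. Gene length and GC content were argued against by 2346 genes once each library's trend was removed, and a single compound 1 library by 1682, the lowest number without one of them. The real split of the 6 libraries was the only 1 of 10 splits with as many genes. The others gave 181 to 1265, the last for DMSO replicates 1 and 2 with compound 1 replicate 1 against the rest, and 0 after adjustment. For SCH772984 and for the direct comparison of the inhibitors, the real split was also the only 1 of 10, with at most 72 and 103 genes in the others. For gene lists, 4 of the 10 splits gave as many with SCH772984 and 5 of 10 in the direct comparison. The wrong splits gave 9 to 12 lists in each of these, against 11, although 0 genes passed after adjustment. With compound 1, adjusted over its own lists, 1 of 10 splits gave as many, and the wrong splits gave 1 to 3 lists, against 8. Camera at its preset correlation thus passed lists under wrong groupings. Splits of 3 and 3 can never give a share under 0.1, so whether the grouping arose by chance cannot be settled by them. With SCH772984, however, 10275 genes passed, against 601 to 716 in simulations in which neither inhibitor changed anything. This argues against false calls alone as the source of the genes called with SCH772984.

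The correlation of the log2 fold changes between the inhibitors was 0.25. Shared DMSO libraries as its whole source were argued against, since it was at least 0.158 when no DMSO library was shared and above the simulations in which compound 1 changed nothing. It lay below the 0.517 to 0.5504 of simulations in which neither inhibitor changed anything. Gene length and GC content were argued against by 0.287 with the trend removed. The 578 genes lower with both exceeded the 174 that shared DMSO libraries gave at most. Those simulations had at most 691 genes called with compound 1, against 1933 measured, so much of this gap follows from the number of calls. With shuffled changes, which gave 2014 to 2144 such calls, 474 to 550 genes were lower with both. Changes of the shuffled strength falling on genes at random were argued against. At most 54.3% of the genes lower with compound 1 were then lower with SCH772984, against 58.5% observed. These shuffled data were stronger than the measured ones, with 582 to 668 genes past an adjusted p with compound 1, against 111. With no effect of compound 1 the share was at most 55.7%. Random changes of the measured strength, between these cases, were not simulated.

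In opposite directions, 465 genes changed at an unadjusted p under 0.05, and 27 after adjustment with both inhibitors. False calls with compound 1 from gene-by-gene noise alone were argued against, at 209 genes at most when compound 1 changed nothing. Deviations that many genes of a library share were not simulated. Shared DMSO libraries move both fold changes the same way, and gave at most 1 such gene when neither inhibitor changed anything. Gene length and GC content were argued against by 469 with the trend removed. The number was lower than in every simulation with shuffled changes, which gave at least 535. Since those data were stronger than the measured ones, they do not settle whether weaker changes that fall on genes at random would give it. Without DMSO replicate 2 it was 260, and without compound 1 replicate 1 it was 740. Of the 27 genes, those with the largest smaller change were CXCL2, PTGES and AL353150.1, with log2 fold changes of -1.72, -1.01 and -0.99 with SCH772984 and 1.17, 1.17 and 0.85 with compound 1. AL353150.1 lies within another gene. Of the genes higher with both, those with the largest smaller change were CCDC159 (2.05 and 1.84), LINC-PINT (1.06 and 1.00) and CSAD (1.91 and 0.90).

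With compound 1, the MAPK pathway output genes had a median log2 fold change of -0.09 (camera, adjusted p = 0.04997), with 3 of 9 genes lower at an unadjusted p under 0.05, 0 after adjustment over all genes and 3 when adjusted over the list alone. The list no longer passed without DMSO replicate 1 (0.0740), DMSO replicate 3 (0.0828), compound 1 replicate 2 (0.0719) or compound 1 replicate 3 (0.0942). It also did not pass with library size only (0.0825), at least 10 counts in every library (0.0666), the replicate block (0.0565), protein-coding genes only (0.0725), the trend removed (0.0587), an estimated correlation (0.189) or Fisher's exact test (0.0536), and the median was -0.05 without compound 1 replicate 1. Over all alternatives the adjusted p ranged from 0.000635 to 0.189. Whether compound 1 acts as a much weaker ERK inhibitor on these genes could not be told, since 2 of the 8 genes lower with SCH772984 were lower with compound 1. Over these 8 genes the log2 fold change with compound 1 had a median of -0.04 and ranged from -0.23 to 0.06. With SCH772984 the list median was -4.15 with DUSP6 at its bound, so an action of that size was argued against. EPHA4 was lower with compound 1 (-0.28) and higher with SCH772984 (1.48). In the direct test the list differed by -5.05 (adjusted p = 9.04e-16).

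The qPCR reference genes had a median log2 fold change of -0.48 with SCH772984 (camera, adjusted p = 0.0997), with 11 genes lower and 3 higher after adjustment, over all genes and adjusted over the list alone. The adjusted p ranged from 0.000102 to 0.266 over the alternatives. With compound 1 the median was -0.03 (camera, adjusted p = 0.560), and from -0.04 to 0.04 with each library left out, the last without compound 1 replicate 2. Cell adhesion genes with SCH772984 had a median of 0.16 (camera, adjusted p = 0.521), with 16 lower and 20 higher. In the direct tests, the median difference was -0.59 for splicing factors (camera, adjusted p = 3.37e-10), -0.48 for the reference genes (0.0806) and 0.26 for adhesion genes (0.308).

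IKBKE had 60 to 81 counts per library with SCH772984, and its two-sided exact permutation p relative to GUSB was 0.1, the smallest that 3 against 3 allow. TBK1 relative to GUSB had an exact p of 0.3. In edgeR the log2 fold change of IKBKE was 1.71 (adjusted p = 2.58e-07) and that of TBK1 -0.15, or 0.03 with scaling by library size only. With compound 1 the folds relative to GUSB were 1.52 for IKBKE (exact p = 0.2) and 1.10 for TBK1 (exact p = 0.3). MAPK3 had log2 fold changes of 0.67 with SCH772984 and -0.15 with compound 1 (unadjusted p = 0.158 in edgeR), the latter passing without compound 1 replicate 1 (0.0286). No biological explanation was tested.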
